# ESCRT-I fuels lysosomal degradation to restrict TFEB/TFE3 signaling via the Rag-mTORC1 pathway

**DOI:** 10.26508/lsa.202101239

**Published:** 2022-03-30

**Authors:** Marta Wróbel, Jarosław Cendrowski, Ewelina Szymańska, Malwina Grębowicz-Maciukiewicz, Noga Budick-Harmelin, Matylda Macias, Aleksandra Szybińska, Michał Mazur, Krzysztof Kolmus, Krzysztof Goryca, Michalina Dąbrowska, Agnieszka Paziewska, Michał Mikula, Marta Miączyńska

## Abstract

Within the endolysosomal pathway in mammalian cells, ESCRT complexes facilitate degradation of proteins residing in endosomal membranes. Here, we show that mammalian ESCRT-I restricts the size of lysosomes and promotes degradation of proteins from lysosomal membranes, including MCOLN1, a Ca^2+^ channel protein. The altered lysosome morphology upon ESCRT-I depletion coincided with elevated expression of genes annotated to biogenesis of lysosomes due to prolonged activation of TFEB/TFE3 transcription factors. Lack of ESCRT-I also induced transcription of cholesterol biosynthesis genes, in response to inefficient delivery of cholesterol from endolysosomal compartments. Among factors that could possibly activate TFEB/TFE3 signaling upon ESCRT-I deficiency, we excluded lysosomal cholesterol accumulation and Ca^2+^-mediated dephosphorylation of TFEB/TFE3. However, we discovered that this activation occurs due to the inhibition of Rag GTPase–dependent mTORC1 pathway that specifically reduced phosphorylation of TFEB at S122. Constitutive activation of the Rag GTPase complex in cells lacking ESCRT-I restored S122 phosphorylation and prevented TFEB/TFE3 activation. Our results indicate that ESCRT-I deficiency evokes a homeostatic response to counteract lysosomal nutrient starvation, that is, improper supply of nutrients derived from lysosomal degradation.

## Abstract (precis)

ESCRT-I deficiency impairs lysosome membrane turnover and induces homeostatic responses to lysosomal nutrient starvation including activation of MiT-TFE signaling caused by inhibition of the substrate-specific mTORC1 pathway.

## Introduction

Lysosomes are acidic organelles of animal cells that serve as a major degradative compartment for proteins or lipids delivered by endocytosis or autophagy (Luzio et al, 2007), hence are equivalent of a yeast vacuole. Besides providing cells with metabolites derived from degradation and with molecules taken up by endocytosis, lysosomes also act as signaling organelles (Ballabio, 2016). Reduced cargo delivery to lysosomes or their dysfunction induces lysosome-related signaling pathways that adjust cellular metabolism (Ballabio, 2016). These pathways are orchestrated by kinases activated from the lysosomal surface or by changes in efflux of metabolites or ions from the lysosomal lumen.

Key mediators of signaling activated from lysosomes are transcription factors belonging to the MiT-TFE family, such as TFEB and TFE3, that upon activation, translocate to the nucleus and induce transcription of target genes involved in biogenesis of lysosomes (Pena-Llopis et al, 2011; Martina et al, 2012; Roczniak-Ferguson et al, 2012; Settembre et al, 2012). When lysosomes are functional and nutrients are abundant, these factors remain inhibited because of their phosphorylation by mTORC1 (mechanistic target of rapamycin complex 1) kinase that prevents their nuclear translocation (Settembre et al, 2012; Vega-Rubin-de-Celis et al, 2017). mTORC1-dependent phosphorylation of MiT-TFE factors is mediated by Rag GTPases that recruit MiT-TFE proteins to lysosomes and promote mTORC1 kinase activity (Martina & Puertollano, 2013).

MiT-TFE nuclear translocation may be induced by a number of lysosome-related signaling cues. Reduced nutrient availability inhibits mTORC1-dependent phosphorylation of MiT-TFE factors by inactivation of Rag GTPases (Martina & Puertollano, 2013). Lysosomal dysfunction causes a release of calcium ions (Ca^2+^) from lysosomes via channels formed by the mucolipin1 protein (MCOLN1, also known as TRPML1) which activates calcineurin, calcium-dependent phosphatase (Medina et al, 2015; Zhang et al, 2016). Calcineurin can dephosphorylate TFEB and TFE3, enabling their nuclear translocation (Medina et al, 2015; Martina et al, 2016; Zhang et al, 2016). However, the involvement of Ca^2+^ signaling in MiT-TFE regulation may be more complex as lysosomal Ca^2+^ has also been shown to promote mTORC1 activity (Li et al, 2016) and therefore could potentially inhibit MiT-TFE signaling (Grimm et al, 2018).

Another example of adjusting cellular metabolism in response to altered lysosomal function is activation of transcription factors inducing the expression of genes responsible for cholesterol biosynthesis (Luo et al, 2020). It occurs in response to inefficient efflux of cholesterol from late endosomes or lysosomes that leads to its impaired delivery to the ER (Luo et al, 2020). Recently, abnormal cholesterol accumulation in lysosomes was shown to increase the cytosolic pool of Ca^2+^ (Tiscione et al, 2019) and to promote nuclear accumulation of MiT-TFE factors (Willett et al, 2017).

Lysosomes are the main intracellular compartment where the turnover of membrane proteins occurs (Trivedi et al, 2020). Most of these proteins are delivered to lysosomes by means of endosomal trafficking via a sorting mechanism facilitated by endosomal sorting complexes required for transport (ESCRTs). ESCRTs encompass several protein assemblies (ESCRT-0, I, II, and III) that mediate membrane remodeling processes in endocytosis, autophagy, cytokinesis, nuclear envelope sealing, and virus budding (Vietri et al, 2020). During endosomal sorting, ESCRTs act sequentially to incorporate membrane proteins marked for degradation by ubiquitin into the lumen of endocytic organelles called late endosomes or multivesicular bodies (MVBs) (Raiborg & Stenmark, 2009; Wenzel et al, 2018). This occurs by invagination and scission of the endosomal outer (limiting) membrane, thereby forming intraluminal vesicles (ILVs). Upon fusion of late endosomes with lysosomes, intraluminal vesicles and their cargo reach the lysosomal lumen to be degraded. Inhibition of ESCRT-dependent cargo sorting on endosomes causes accumulation of membrane proteins, such as plasma membrane receptors, on the endosomal limiting membranes that may activate intracellular signaling pathways (Szymanska et al, 2018). As we previously showed, depletion of core ESCRT-I subunits, Tsg101 or Vps28, induces NF-κB signaling initiated by cytokine receptor clustering on endosomal structures (Maminska et al, 2016; Banach-Orlowska et al, 2018).

Recent reports uncovered a new role of ESCRT complexes, including ESCRT-I, in the turnover of proteins at yeast vacuolar membranes (Zhu et al, 2017; Morshed et al, 2020; Yang et al, 2020; Yang et al, 2021). Up to date, mammalian ESCRT proteins have been shown to associate with lysosomes only to restore their integrity disrupted by damaging agents (Radulovic et al, 2018; Skowyra et al, 2018; Jia et al, 2020). With the exception of one very recent report showing that some ESCRT-III components and Vps4 mediate degradation of several lysosomal membrane proteins (Zhang et al, 2021), the role of ESCRTs in the physiological regulation of lysosomal morphology, function, or signaling in the absence of induced lysosomal damage has not been thoroughly addressed. This question is important for human health as lysosomal function and signaling contribute to development or progression of cancer (Tang et al, 2020; Machado et al, 2021), including colorectal cancer (CRC), in which ESCRT machinery has been proposed as a promising therapeutic target (Szymanska et al, 2020; Kolmus et al, 2021).

Here, we show that the ESCRT-I complex mediates degradation of lysosomal membrane proteins, restricting lysosome size in human colorectal cancer (CRC) cells. Hence, ESCRT-I fuels lysosomes with cargo destined for degradation not only from endocytic and autophagic compartments but also from lysosomal membrane turnover. Therefore, ESCRT-I deficiency activates transcriptional responses, including Rag GTPase–dependent TFEB/TFE3 signaling, indicative of lysosomal nutrient starvation, that is, impaired nutrient delivery from lysosomes.

## Results

### ESCRT-I deficiency leads to appearance of enlarged structures positive for lysosomal markers

To address whether ESCRT-I is involved in lysosomal membrane homeostasis and signaling, we used CRC cells, in which we previously reported ESCRT-I to regulate cell growth and intracellular signaling (Kolmus et al, 2021). Using an siRNA-mediated approach, we efficiently depleted key ESCRT-I subunits, Tsg101 or Vps28, in RKO cells (Fig S1A). Of note, the removal of one of them strongly reduced the levels of the other because of the ESCRT-I complex destabilization, as described (Bache et al, 2004; Kolmus et al, 2021). First, we analyzed by confocal microscopy whether knockdown of Tsg101 or Vps28 in RKO cells affected the intracellular distribution of LAMP1, a marker of late endosomes and lysosomes (Fig S1B). We noticed that ESCRT-I deficiency increased the area of LAMP1-positive vesicular structures (Fig S1B), suggesting that late endosomes and/or lysosomes were enlarged.

**Figure S1.**
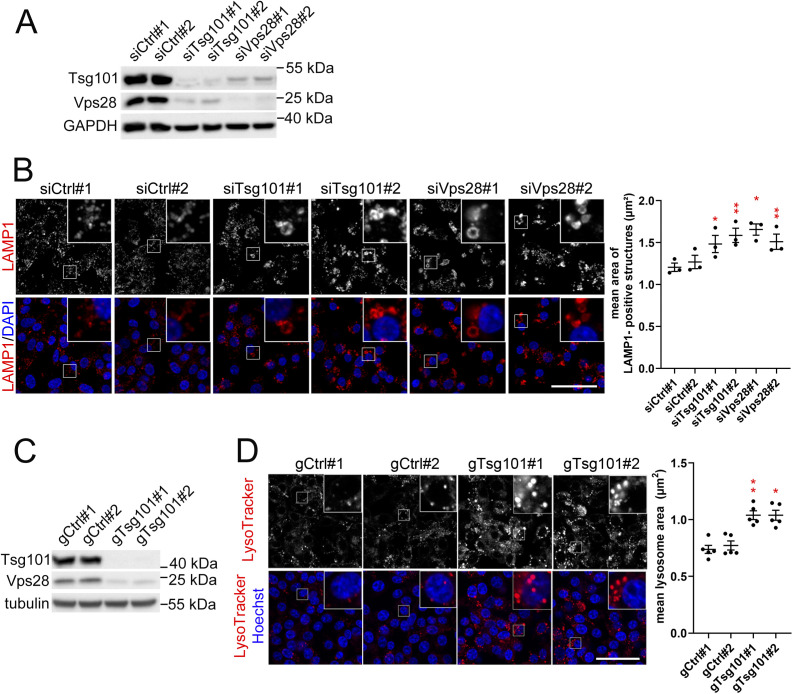
ESCRT-I depletion causes enlargement of lysosomes in RKO cells. **(A)** Western blots showing the depletion efficiencies of ESCRT-I subunits, Tsg101, or Vps28 (using two single siRNAs for each subunit, #1 or #2), as compared to control conditions (nontargeting siRNAs, Ctrl#1 or #2), in RKO cells. The GAPDH protein is shown as a gel loading control. **(B)** Maximum intensity projection confocal images of fixed RKO cells showing the effects of ESCRT-I depletion on the intracellular distribution of LAMP1 (red) as compared with control conditions. Cell nuclei marked with DAPI stain (blue). Scale bar, 50 μm. Dot plot on the right showing the mean area of LAMP1-positive vesicles in control or ESCRT-I–depleted cells, calculated based on confocal microscopy images including those shown on the left. Values derived from independent experiments (dots) and their means (n = 3 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for siCtrl#1 and #2. *P < 0.05, **P < 0.01. **(C)** Western blots showing the efficiency of ESCRT-I depletion due to the CRISPR/Cas9–mediated knockout of *TSG101* in RKO cells transduced with two single-guide RNAs (gRNAs, gTsg101#1 and #2) as compared with nontargeting gRNAs (gCtrl#1 and #2). Tubulin is shown as a gel-loading control. **(D)** Maximum intensity projection confocal images of live RKO cells showing the effects of *TSG101* knockout on the intracellular distribution of lysosomes stained with LysoTracker dye (red). Cell nuclei marked with Hoechst stain (blue). Scale bar, 50 μm. The dot plot on the right shows mean area of detected lysosomal structures in control or *TSG101* knockout cells, calculated based on live cell microscopy images (including those shown on the left). Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for gCtrl#1 and #2. *P < 0.05, **P < 0.01.

To confirm the enlargement of lysosomes in the absence of ESCRT-I, we measured the effect of Tsg101 or Vps28 depletion on the intracellular distribution of LysoTracker, a cell-permeable fluorescent dye that accumulates in nondamaged acidic lysosomes (Pierzynska-Mach et al, 2014) (Fig 1A). Lack of ESCRT-I augmented the LysoTracker staining intensity per lysosome and increased the size of lysosomes (Fig 1B). Strong LysoTracker accumulation in lysosomes upon ESCRT-I deficiency indicated that their integrity was not impaired and that they maintained an acidic pH, important for their degradative function (Ballabio, 2016). To rule out the possibility that enlarged lysosomes in cells lacking ESCRT-I could be because of potential off-target effects of siRNAs, we silenced the expression of the gene encoding Tsg101 in RKO cells using the CRISPR/Cas9 approach (Fig S1C). As in the case of siRNAs, depletion of Tsg101 using two single-guide RNAs reduced the level of Vps28 protein (Fig S1C) and increased the average size of LysoTracker-positive structures (Fig S1D). To verify that the observed effects of ESCRT-I depletion on lysosomal size are not specific only to RKO cells, we depleted Tsg101 or Vps28 in another CRC cell line, DLD-1 (Fig S2A). Reassuringly, we observed increased LysoTracker staining intensity and size of lysosomes (Fig S2B–D).

**Figure 1.**
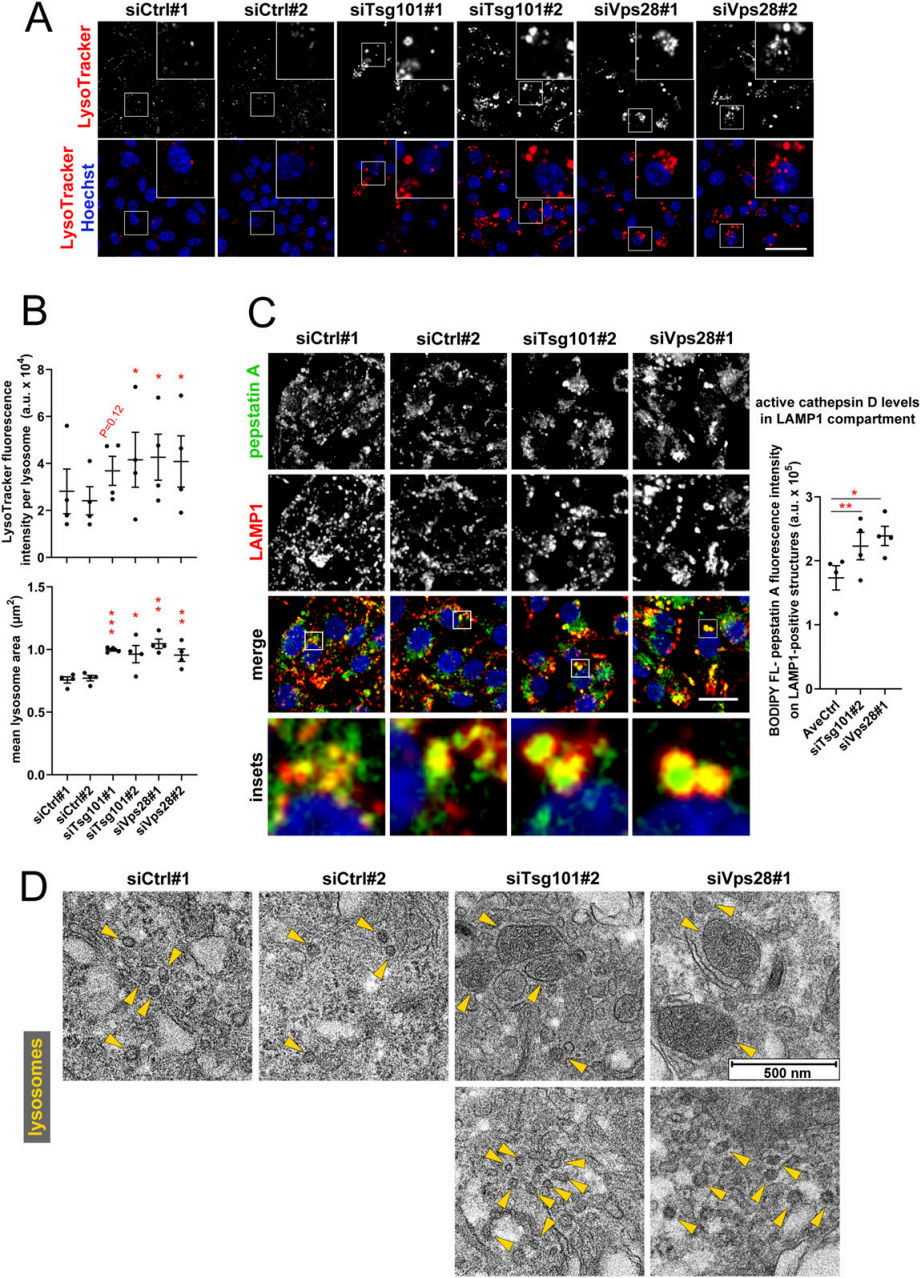
ESCRT-I dysfunction causes enlargement of lysosomes in RKO cells. **(A)** Maximum intensity projection confocal images of live RKO cells, showing the intracellular distribution of lysosomes stained with LysoTracker dye (red) under control conditions (nontargeting siRNAs, Ctrl#1 or #2) and upon depletion of ESCRT-I subunits, Tsg101, or Vps28 (using two single siRNAs for each subunit, #1 or #2). Cell nuclei marked with Hoechst stain (blue). Scale bar, 50 μm. **(A, B)** Dot plots showing average fluorescence intensity of LysoTracker expressed in arbitrary units (a.u.; top panel) and the mean area (bottom panel) of detected lysosomal structures in control or ESCRT-depleted cells, calculated based on live-cell microscopy images (shown in A). Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for siCtrl#1 and #2. *P < 0.05, **P < 0.01, ***P < 0.001. **(C)** Maximum intensity projection confocal images of fixed control and ESCRT-I–depleted cells showing intracellular distribution of cathepsin D, stained with pepstatin A conjugated to BODIPY FL (green), as compared to late endosomes/lysosomes, detected using anti-LAMP-1 antibody (red). Cell nuclei marked with DAPI stain (blue). Scale bar, 20 μm. The dot plot on the right shows average BODIPY FL fluorescence intensity of LAMP-1–positive structures calculated based on confocal images. Values derived from independent experiments and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to averaged value measured for siCtrl-treated cells (AveCtrl). *P < 0.05, **P < 0.01. **(D)** Representative EM images of control and ESCRT-I–depleted cells showing the morphology and size of lysosomes (indicated by yellow arrowheads). Scale bar, 500 nm.

**Figure S2.**
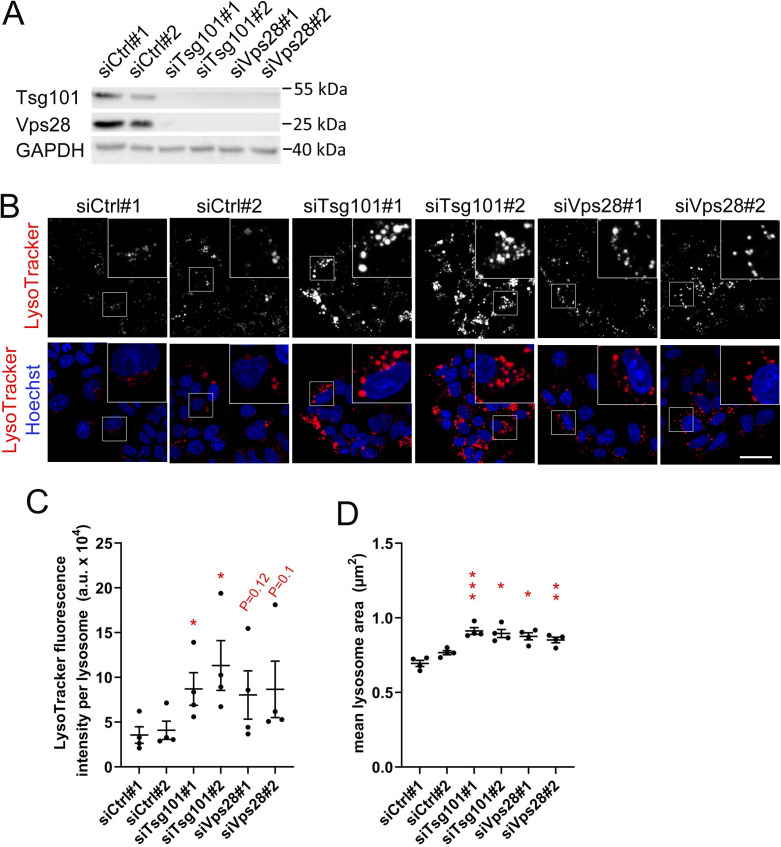
ESCRT-I dysfunction causes enlargement of lysosomes in DLD-1 cells. **(A)** Western blots showing the depletion efficiencies of ESCRT-I subunits, Tsg101, or Vps28 (using single siRNAs for each subunit, #1 or #2) as compared with control conditions (nontargeting siRNAs Ctrl#1 or #2). The GAPDH protein is shown as a loading control. **(B)** Maximum intensity projection confocal images of live cells, showing the intracellular distribution of lysosomes marked with LysoTracker dye (red) in control or ESCRT-I–depleted cells. Cell nuclei marked with Hoechst stain (blue). Scale bar, 50 μm. **(B, C, D)** Dot plots showing average fluorescence intensities of LysoTracker expressed in arbitrary units (a.u., C) and mean area (D) of detected lysosomal structures in control or ESCRT-depleted cells, calculated based on live-cell microscopy images (shown in B). Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for siCtrl#1 and #2. *P < 0.05, **P < 0.01, ***P < 0.001.

To address whether ESCRT-I depletion affects the composition of lysosomes, we analyzed the intracellular distribution of active cathepsin D, a major lysosomal endopeptidase, by staining of fixed RKO cells with its inhibitor pepstatin A conjugated to BODIPY FL (Chen et al, 2000). We observed that cells lacking Tsg101 and Vps28 had increased levels of active cathepsin D, particularly in the lumen of enlarged LAMP1 structures (Fig 1C).

Hence, the absence of ESCRT-I leads to accumulation of enlarged LAMP1-positive acidic structures containing high levels of cathepsin D.

### ESCRT-I limits lysosome size

The resolution of confocal microscopy did not allow determining whether the enlarged LysoTracker-positive structures detected in ESCRT-I–deficient cells represented actual enlarged lysosomes, clusters of closely positioned small lysosomes, or altered morphology of some lysosome-related organelles. Thus, we visualized intracellular organelles using EM. In accordance with the role of ESCRT complexes in sorting of membrane proteins from endosomal limiting membranes into ILVs (Henne et al, 2013), we observed that instead of MVBs that were present in control cells, cells lacking Tsg101 or Vps28 contained numerous enlarged endosomes (Fig S3A). We also noted that cells depleted of ESCRT-I accumulated autophagosomes with nondegraded content (Fig S3A), consistent with the requirement of this complex for proper autophagic degradation (Filimonenko et al, 2007).

**Figure S3.**
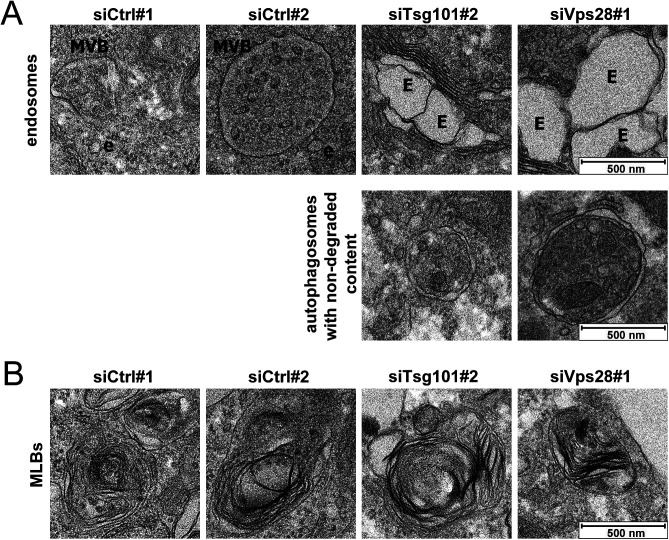
ESCRT-I dysfunction leads to accumulation of enlarged endosomes and autophagosomes with nondegraded content. **(A, B)** Representative EM images of control (siCtrl#1 or #2, nontargeting siRNAs) and ESCRT-I–depleted (siTsg101#1 or siVps28#2) cells showing the morphology and size of multivesicular bodies—MVBs, small endosomes—e, enlarged endosomes—E and autophagosomes (in A), and multilamellar bodies—MLBs (in B). Scale bar, 500 nm.

When analyzing lysosomes based on their established morphological features, as electron-dense organelles bounded by a monolayer membrane (Aston et al, 2017; de Araujo et al, 2020; Hess & Huber, 2021), we discovered that control RKO cells contained mainly small lysosomes, mostly around 50 nm (Fig 1D), being at the lower end of the typical lysosome size range (50–500 nm) (Bandyopadhyay et al, 2014). We also detected multilamellar bodies (MLBs) (Fig S3B), lysosome-related organelles that contain multiple concentric membrane layers and are involved in lipid storage and secretion (Schmitz & Muller, 1991). In cells lacking ESCRT-I, we detected lysosomes that were markedly bigger than in control cells (Fig 1D), which corroborated our findings using confocal microscopy. However, by EM, we also detected lysosomes similar in size to those in control cells, although concentrated in bigger clusters (Fig 1D). On the contrary, we did not observe any effects of ESCRT-I depletion on the size or morphology of MLBs (Fig S3B).

The EM analysis confirmed that in CRC cells, ESCRT-I limits the size of lysosomes. Based on the abundance of lysosomal markers (shown in Fig 1A–C), we concluded that the enlarged lysosomes from ESCRT-I–deficient cells are not damaged and likely retain their degradative potential.

### ESCRT-I mediates the turnover of lysosomal membrane proteins

We investigated the mechanism through which ESCRT-I controls lysosomal size. As recently shown, degradation of proteins residing in the lysosomal membrane requires their internalization into the lumen of lysosomes together with adjacent membrane parts (Lee et al, 2020). Hence, we hypothesized that the enlargement of lysosomes in the absence of ESCRT-I could be caused by inhibited internalization of parts of lysosomal membranes due to impaired turnover of resident membrane proteins. To address this, we analyzed by confocal microscopy the amount of ubiquitinated proteins on lysosomes using antibodies recognizing mono- and polyubiquitinated protein conjugates. In control RKO cells, we observed a weak ubiquitin staining on the LysoTracker- and LAMP1-positive structures, likely reflecting ubiquitinated cargo targeted for lysosomal degradation (Fig 2A). However, depletion of ESCRT-I subunits led to a strong accumulation of ubiquitin on vesicular structures. This included enlarged lysosomes, marked by LysoTracker staining, in which ubiquitin was particularly enriched on their membranes marked by LAMP1 (Fig 2A). This pointed to an impaired degradation of lysosomal membrane proteins.

**Figure 2.**
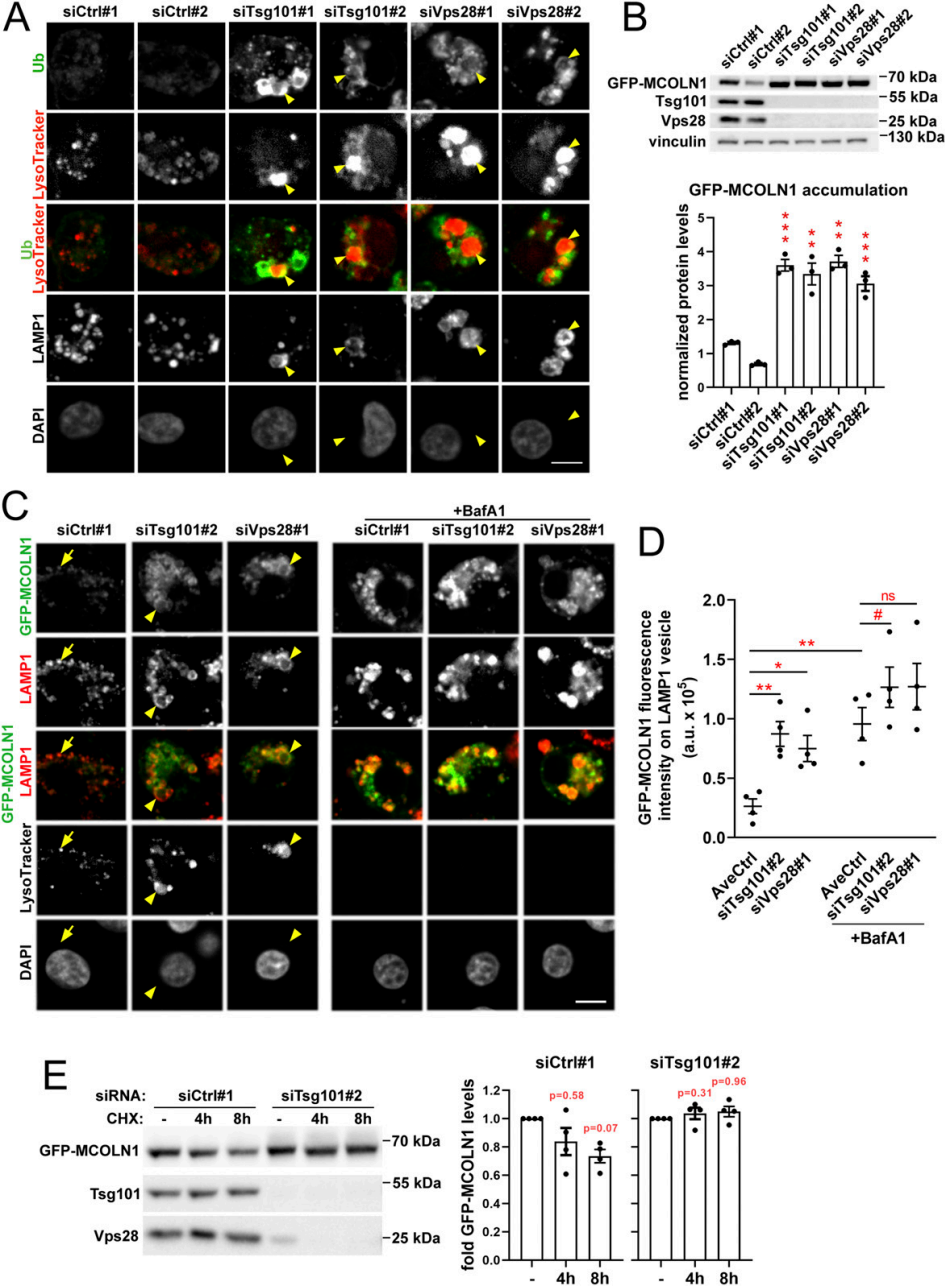
ESCRT-I mediates the degradation of lysosomal membrane proteins in RKO cells. **(A)** Maximum intensity projection confocal images of fixed RKO cells showing intracellular distribution of ubiquitin (green), LysoTracker dye (red), and LAMP1 (gray) in ESCRT-I–depleted (siTsg101#1 or #2, siVps28#1 or #2) or control (Ctrl#1, #2, nontargeting siRNAs) cells. Cell nuclei marked with DAPI stain (gray). Enlarged lysosomes enriched in ubiquitinated proteins at lysosomal outer membranes, marked with LAMP1, are indicated by arrowheads. Scale bar, 10 μm. **(B)** Representative Western blots (upper panel) showing the levels of ectopically expressed GFP-MCOLN1 (detected by anti-GFP antibodies) and ESCRT-I components in control or ESCRT-I–depleted RKO cells. The graph (lower panel) shows GFP-MCOLN1 levels expressed as fold change with respect to averaged values measured for siCtrl#1 and #2 by densitometry analysis of Western blotting bands. Vinculin was used as a gel-loading control. Values derived from independent experiments and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1. **P < 0.01, ***P < 0.001. **(C)** Representative single confocal plane images of fixed cells showing the effect of ESCRT-I depletion and/or 18 h bafilomycin A1 (BafA1) treatment on the intracellular distribution of ectopically expressed GFP-MCOLN1 (green), with respect to LAMP1 (red) and LysoTracker dye (gray). In control cells, GFP-MCOLN1 accumulation on LAMP1-positive vesicles indicated by arrows. GFP-MCOLN1 accumulation on enlarged LAMP1-positive lysosomal structures in ESCRT-I–depleted cells indicated by arrowheads. Cell nuclei marked with DAPI stain (gray). Scale bar, 10 μm. **(C, D)** Dot plot showing the fluorescence intensity of GFP-MCOLN1 colocalizing with LAMP1-positive vesicles expressed in arbitrary units (a.u.) in confocal microscopy images of control or ESCRT-I–depleted cells and/or upon18 h bafilomycin A1 (BafA1) treatment (shown in C). Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for siCtrl#1 and #2 (AveCtrl). ns—nonsignificant, #*P* < 0.1, *P < 0.05, **P < 0.01. **(E)** Representative Western blots showing the abundance of GFP-MCOLN1, Tsg101, and Vps28 proteins in control and Tsg101-depleted cells treated with cycloheximide (CHX, 100 μg/ml) for the indicated time periods. Graphs on the right show fold change of GFP-MCOLN1 levels measured by densitometry analysis of Western blotting bands, including those shown on the left. Values derived from independent experiments and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1- or siTsg101#2-treated samples.

To verify the inhibited turnover of proteins from lysosomal membranes upon ESCRT-I depletion, we generated an RKO cell line stably expressing ectopically introduced, GFP-tagged mucolipin1 (GFP-MCOLN1, Fig 2B), a Ca^2+^ channel protein recently shown to be removed from lysosomal membranes by its internalization into the lumen (Lee et al, 2020). As expected (Cheng et al, 2010), we observed by confocal microscopy that in control cells, GFP-MCOLN1 localized predominantly to LAMP1-positive structures, both LysoTracker-negative late endosomes and LysoTracker-positive lysosomes (Fig 2C). Knockdown of ESCRT-I subunits increased the levels of GFP-MCOLN1 protein, observed by Western blotting and microscopy (Fig 2B and C). Importantly, upon ESCRT-I depletion, GFP-MCOLN1 strongly accumulated on LAMP1-positive structures (Fig 2C and D), including enlarged lysosomes (Fig 2C). To address whether the observed accumulation of GFP-MCOLN1 occurred because of impaired lysosomal degradation, we used bafilomycin A1 (BafA1), an inhibitor of the V-ATPase proton pump (Yoshimori et al, 1991). Consistent with its inhibitory effect on lysosomal acidification, BafA1 led to a loss of LysoTracker staining in both control and ESCRT-I–depleted cells (Fig 2C). In control cells, BafA1 caused a strong accumulation of GFP-MCOLN1 protein on LAMP1-positive structures, to the similar levels as observed in ESCRT-depleted cells without BafA1 (Fig 2C and D). However, BafA1 did not significantly increase the amount of GFP-MCOLN1 already enriched on LAMP1-positive structures in cells lacking Tsg101 or Vps28 (Fig 2C and D).

The above results indicated that GFP-MCOLN1 is constantly degraded in lysosomes; however, ESCRT-I depletion inhibits its degradation and thereby causes its accumulation on lysosomal membranes. To verify that the accumulation of GFP-MCOLN1 in cells lacking ESCRT-I occurs because of increased stability of the protein, we inhibited its synthesis using cycloheximide (CHX). As expected, in control cells, treatment with CHX (up to 8 h) reduced GFP-MCOLN1 levels (Fig 2E). However, in cells depleted of Tsg101, the CHX treatment had no effect on the abundance of GFP-MCOLN1 (Fig 2E), confirming the increased protein stability.

Thus, our data show that ESCRT-I mediates the lysosomal degradation of late endosomal and lysosomal membrane proteins, including MCOLN1. This discovery corroborates our hypothesis that the enlargement of lysosomes in CRC cells lacking ESCRT-I could stem from inhibited turnover of lysosomal membrane proteins.

### ESCRT-I deficiency activates transcription of genes involved in lysosomal biogenesis and cholesterol biosynthesis

The involvement in turnover of lysosomal membrane proteins is yet another function of ESCRT-I, alongside endosomal sorting and autophagosome maturation, in delivering cargo to lysosomal degradation. Hence, we reasoned that the absence of ESCRT-I could impair the acquisition of metabolites from lysosomes, which would be reflected by the activation of specific transcriptional responses. 

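RKO cells were transfected with 30 nM of a nontargeting siRNA (siCtrl#1 or siCtrl#2), of an siRNA against Tsg101 (siTsg101#1 or siTsg101#2) or of an siRNA against Vps28 (siVps28#1 or siVps28#2). RNA was collected 72 h later in 3 replicates of each of the 6 siRNA groups, which gave 18 libraries. The libraries were made with an Ion AmpliSeq panel, which amplifies a short stretch of each transcript it targets, and were sequenced on an Ion Proton instrument. The authors aligned the reads to the panel's hg19 transcript reference, counted them per gene with HTseq-count and deposited the counts of each library without normalization. Between 2561790 and 7466916 reads per library were counted on genes, with a median of 5022216. The median was 4595983 for siCtrl#1, 4367516 for siCtrl#2, 3786891 for siTsg101#1, 6246663 for siTsg101#2, 4348598 for siVps28#1 and 6296771 for siVps28#2. These counted reads were 45.40% to 46.68% of all reads in each library, and a further 48.23% to 49.07% were assigned to no feature. Of the 20802 genes listed, 10632 had more than 100 counts summed over the libraries, and 10246 of them were tested after 386 of a noncoding type had been left out. Log2 fold changes were estimated with edgeR's quasi-likelihood test on all libraries in one fit, after TMM normalization, with Benjamini-Hochberg adjustment of the p-values and siCtrl#1 as the reference. A gene was called up- or down-regulated when it changed at least 1.5-fold with an adjusted p-value under 0.05, and it was called common when this held in the same direction for all 4 on-target siRNAs. The mRNA of each targeted subunit was examined first. TSG101 (ENSG00000074319) lies on chromosome 11 of GRCh37 from 18489883 to 18548498; 126 bases of its exons overlap the pseudogene YWHABP2 and 174 bases the antisense gene LDHAL6A. Its counts in replicates 1, 2 and 3 were 346, 516 and 688 with siCtrl#1, 557, 301 and 489 with siCtrl#2, 8, 14 and 34 with siTsg101#1, and 18, 16 and 30 with siTsg101#2. They were 369, 467 and 573 with siVps28#1 and 565, 578 and 960 with siVps28#2. Relative to siCtrl#1, the log2 fold change of TSG101 was -4.85 (standard error 0.35, adjusted p = 1.61e-09 from edgeR) with siTsg101#1 and -5.11 (standard error 0.34, adjusted p = 4.67e-10 from edgeR) with siTsg101#2. It was -0.015 with siVps28#1 and -9.3e-04 with siVps28#2, both smaller than their standard errors of 0.26. VPS28 (ENSG00000160948) lies on chromosome 8 from 145648984 to 145653946. Its counts were 485, 364 and 514 with siCtrl#1, 341, 298 and 338 with siCtrl#2, 216, 365 and 702 with siTsg101#1, and 535, 666 and 556 with siTsg101#2. With siVps28#1 they were 12, 24 and 34, and with siVps28#2 they were 35, 45 and 30. VPS28 changed by -4.15 (standard error 0.23, adjusted p = 2.22e-11 from edgeR) with siVps28#1 and by -4.07 (standard error 0.22, adjusted p = 6.06e-12 from edgeR) with siVps28#2, against -0.13 and -0.15 with siTsg101#1 and siTsg101#2. The alternative that moved these values most was siCtrl#2 as the reference, with which the change of VPS28 was -3.69 with siVps28#1 and -3.61 with siVps28#2. Libraries of the same replicate number deviated together from their group means, with a mean correlation across genes of 0.145 over the 45 same-numbered pairs from different groups; genes are not independent replicates, and the negative mean of the other pairs follows from this value, as deviations from a group mean sum to 0. A second fit had the replicate number as a block. The difference in TSG101 between siTsg101 and siVps28 cells, -4.97 on the log2 scale, had an adjusted p of 8.56e-13 without the block and 8.99e-13 with it (edgeR).

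**Figure D1:**
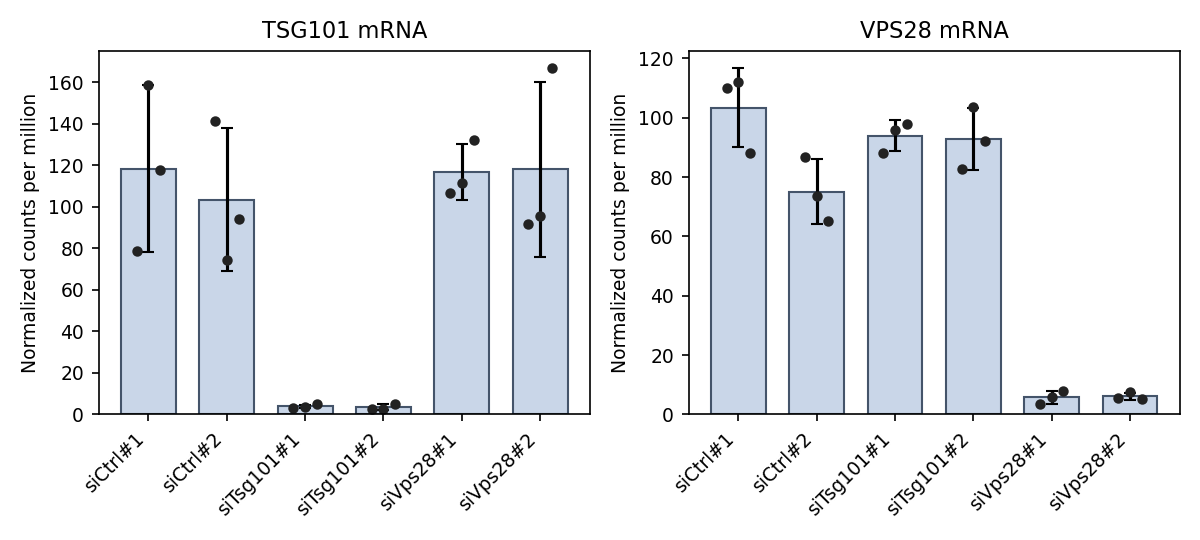
TSG101 and VPS28 mRNA as TMM-normalized CPM in each of the 6 siRNA groups. Bars are means, error bars are SD and points are the 3 libraries of each group. TSG101 lies between 2.49 and 4.97 in the siTsg101 libraries and between 74.4 and 167 in all others; VPS28 lies between 3.46 and 7.85 in the siVps28 libraries and between 65.0 and 112 in all others.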

To address whether such transcriptional responses occur because of ESCRT-I depletion in RKO cells, we performed RNA-sequencing. 

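The gene ontology annotation was not analysed here, and a list of 56 inflammatory genes, mainly cytokines and targets of NFκB, was written from general knowledge without the counts in view. Of the 33 listed genes with enough counts to be tested, 21 (63.6%) were commonly up-regulated, against 2.55% of all genes tested (odds ratio 72.4, adjusted p = 2.44e-25 from Fisher's exact test, two-sided, over 6 lists). With the p-values adjusted over the listed genes alone, 23 were commonly up-regulated. The median log2 fold change of the list, averaged over the 4 on-target siRNAs, was 1.54, and 32 of the 33 genes were higher (adjusted p = 1.92e-36 from limma camera). With the replicate block, the same number of listed genes was commonly up-regulated (adjusted p = 9.13e-24 from Fisher's exact test), and the median was 1.53 (adjusted p = 3.21e-37 from limma camera). The setting that moved the list most was a minimum of 10 counts in every library, which left 13 commonly up-regulated members and a median of 1.16. CXCL8 (ENSG00000169429, chromosome 4 of GRCh37, 74606236 to 74609433), which encodes interleukin-8, had 2 to 6 counts per library with siCtrl#1 and 246 to 1231 with the on-target siRNAs. Its log2 fold change was 7.51 with siTsg101#1, 5.92 with siTsg101#2, 6.49 with siVps28#1 and 6.18 with siVps28#2, and the mean of these was 6.53 (standard error 0.35, adjusted p = 7.07e-12 from edgeR, 7.33e-14 with the block). TNFRSF9 had no counts in any siCtrl#1 library and 4 to 173 counts with the on-target siRNAs, so that it was at least 4.26-fold higher in each on-target group (adjusted p = 1.21e-05 from edgeR for the mean of the 4, 3.75e-06 with the block). NFKBIA, which encodes the NFκB inhibitor IκBα, rose from 45.4 ± 20.1 normalized CPM (SD, n = 3) with siCtrl#1 to 437 ± 140 with siTsg101#1 and 220 ± 9.72 with siVps28#2. Its mean log2 fold change was 2.56 (standard error 0.23, adjusted p = 6.56e-08 from edgeR, 6.72e-08 with the block). ICAM1, of whose exons 876 bases overlap antisense genes, rose by 3.29 with siTsg101#1 and 2.56 with siTsg101#2 but by 1.35 with siVps28#1 and 1.39 with siVps28#2. This difference between the depletions of Tsg101 and Vps28, 1.55 on the log2 scale, was larger than its standard error of 0.17 (adjusted p = 6.54e-07 from edgeR, 1.52e-07 with the block). CXCL8 (0.38, adjusted p = 0.132 from edgeR, 0.0392 with the block) and TNFRSF9 (0.66, adjusted p = 0.184, 0.103 with the block) differed by less between the depletions. Of the listed genes, 4 were called higher after Tsg101 depletion and 1 after Vps28 depletion. The list did not differ as a whole (median -0.052, 15 of 33 genes higher after Tsg101 depletion, adjusted p = 0.496 from limma camera, 0.597 with the block).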

Gene ontology analysis of commonly up-regulated genes after Tsg101 or Vps28 depletion identified an elevated inflammatory response, consistent with our previous reports (Maminska et al, 2016; Banach-Orlowska et al, 2018). 

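A list of 72 lysosomal genes, which code for hydrolases, membrane proteins and subunits of the proton pump, and a list of 20 cholesterol biosynthesis enzymes stood in for the ontology terms. Of the 66 lysosomal genes tested, 7 (10.6%) were commonly up-regulated (odds ratio 4.64, adjusted p = 0.00278 from Fisher's exact test, 0.00719 with the replicate block), or 8 with the p-values adjusted over the list alone. Their median log2 fold change over the 4 on-target siRNAs was 0.37, and 53 of them were higher (adjusted p = 6.10e-07 from limma camera). With the inter-gene correlation estimated from the data, the adjusted p was 0.00104 (limma camera). The block gave a median of 0.35 (adjusted p = 4.98e-07 from limma camera). By siRNA, the median was 0.23 with siTsg101#1, 0.42 with siTsg101#2, 0.34 with siVps28#1 and 0.36 with siVps28#2, against 0.10 for siCtrl#2 relative to siCtrl#1. With siCtrl#2 in place of siCtrl#1 as the reference the median was 0.28 and 4 genes were commonly up-regulated (adjusted p = 0.0367 from Fisher's exact test), and without siCtrl#1 replicate 2 only 3 were, an enrichment that was not significant (adjusted p = 0.232 from Fisher's exact test; the range over all alternatives was 2.56e-04 to 0.232). Of the 19 cholesterol biosynthesis enzymes tested, 13 (68.4%) were commonly up-regulated (odds ratio 86.9, adjusted p = 1.00e-16 from Fisher's exact test, 9.21e-16 with the block). Their median log2 fold change was 1.20, and 18 of the 19 were higher (adjusted p = 1.19e-27 from limma camera, 7.05e-27 with the block). For these enzymes the adjusted p was 1.57e-04 with the inter-gene correlation estimated from the data (limma camera). The medians for single siRNAs were between 1.07 (siVps28#1) and 1.33 (siTsg101#1), and that for siCtrl#2 was 0.062. In the test of Tsg101 against Vps28 depletion, neither list differed as a whole (adjusted p = 0.944 for the lysosomal genes and 0.578 for the cholesterol biosynthesis enzymes from limma camera, 0.812 and 0.597 with the block).

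**Figure D2:**
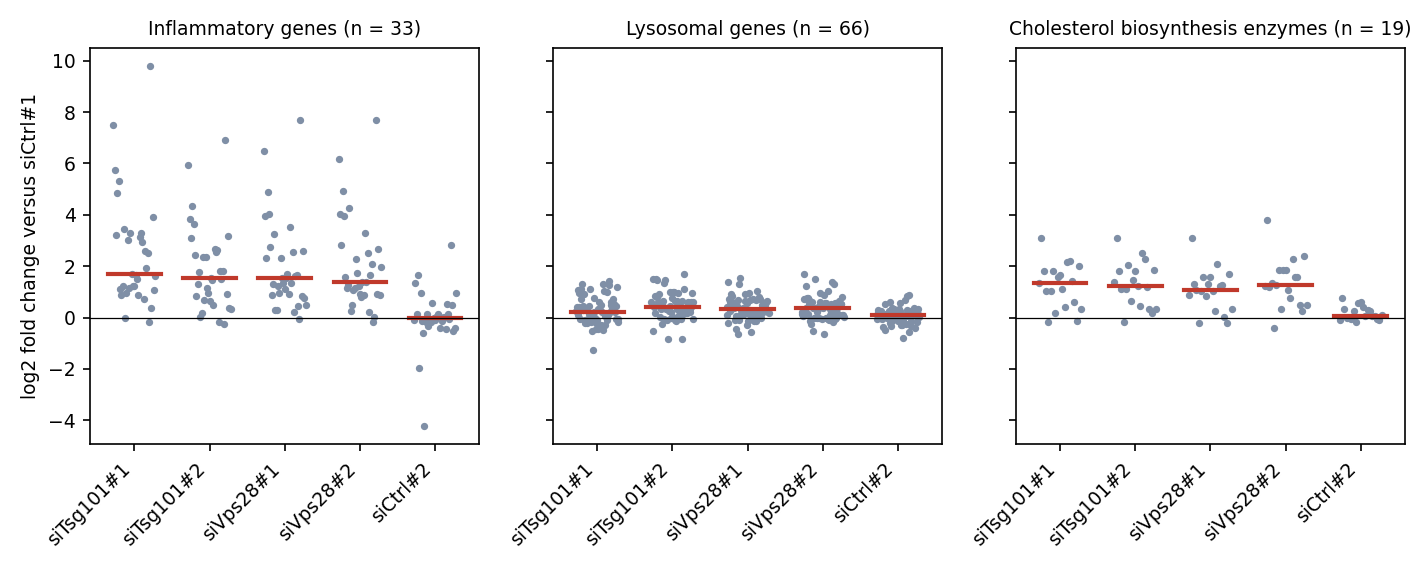
Log2 fold change versus siCtrl#1 of each tested gene of the inflammatory, lysosomal and cholesterol biosynthesis lists with each on-target siRNA and with siCtrl#2. Each point is a gene and each red line the median of the list. The medians of the inflammatory genes lie between 1.40 and 1.70 with the on-target siRNAs and at -0.011 with siCtrl#2.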

Importantly, we also observed an enhanced expression of genes annotated to autophagy and cholesterol metabolism (Fig 3A), two processes highly dependent on lysosomes (Ikonen, 2008; Sardiello et al, 2009; Lieberman et al, 2012; Medina et al, 2015).

**Figure 3.**
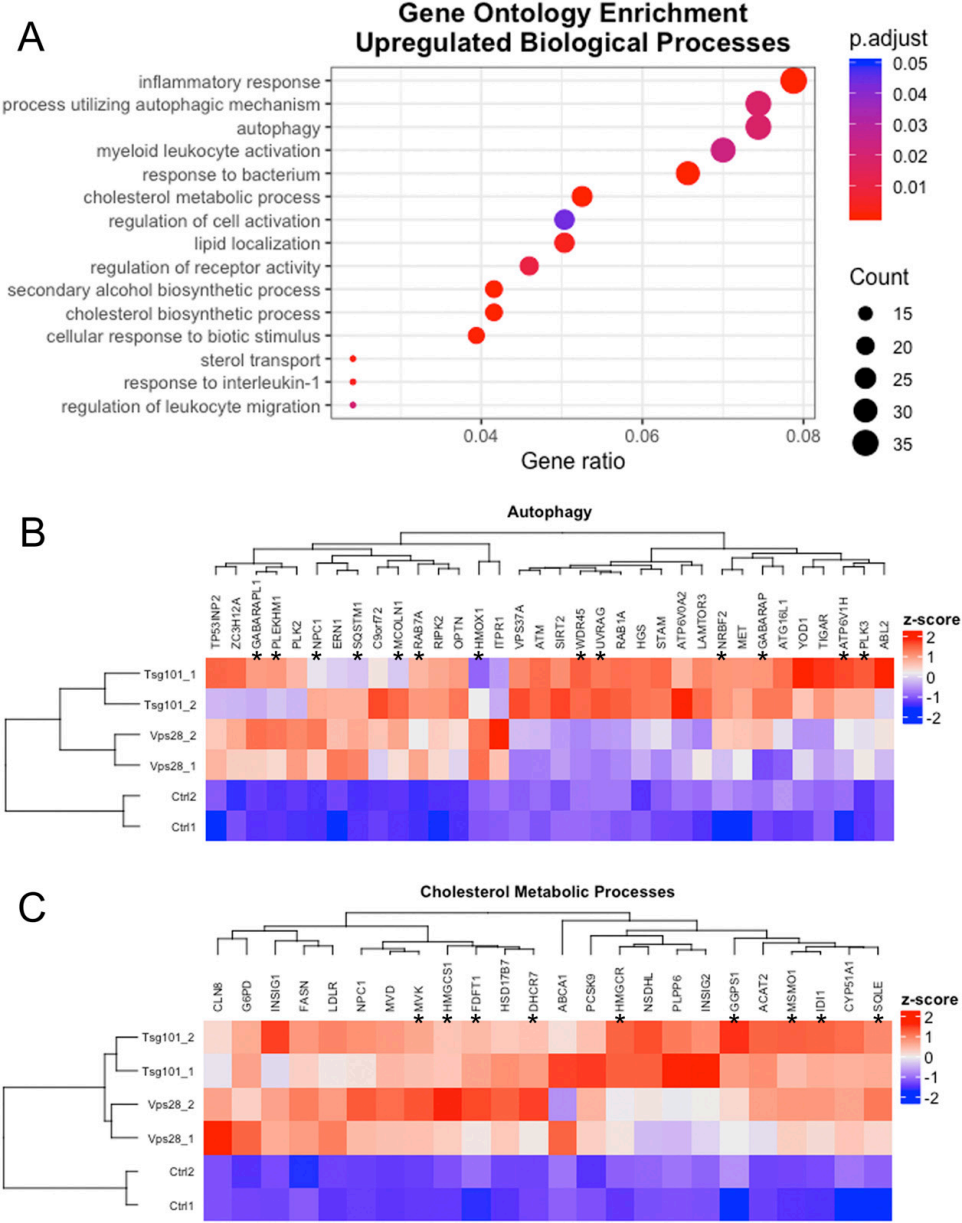
Depletion of ESCRT-I induces the expression of genes annotated to autophagy and cholesterol biosynthesis. **(A)** Gene ontology (GO) analysis of top biological processes identified by annotation of genes with up-regulated expression (≥1.5-fold; adjusted *P*-value < 0.05), detected by RNA-Seq in RKO cells depleted of Tsg101 or Vps28 (siTsg101#1 or #2, siVps28#1 or #2), as compared to control cells (treated with nontargeting siRNAs, Ctrl#1 or #2). RNA-Seq data analysis was performed based on three independent experiments. **(B)** Heatmap visualizing expression of genes annotated to “autophagy” (GO:0006914) process, whose mRNA levels were detected by RNA-Seq as up-regulated after Tsg101 or Vps28 depletion in RKO cells. Established MiT-TFE target genes are indicated by asterisks. **(C)** Heatmap visualizing expression of genes annotated to “cholesterol metabolic processes” (GO:0008203) process, whose mRNA levels were detected by RNA-Seq as up-regulated after Tsg101 or Vps28 depletion in RKO cells. Established cholesterol biosynthesis genes are indicated by asterisks.

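Relative to siCtrl#1, 1191 genes were up-regulated and 1039 down-regulated with siTsg101#1, 1030 and 711 with siTsg101#2, 497 and 387 with siVps28#1, and 726 and 637 with siVps28#2 (edgeR). Both siTsg101 siRNAs up-regulated 712 of the same genes, and both siVps28 siRNAs 380. Across the 6 pairs of on-target siRNAs, at most 7 genes were up-regulated by one siRNA and down-regulated by the other. All 4 on-target siRNAs up-regulated 261 genes and down-regulated 160. With the replicate number as a block, 309 genes were commonly up-regulated, of which 260 were also common without the block, as were 157 commonly down-regulated genes. The log2 fold changes of any 2 on-target siRNAs, all relative to the same siCtrl#1 libraries, were correlated across genes with a Pearson's r of 0.699 to 0.827. When the siRNAs of each pair were instead compared with separate control groups, siCtrl#1 for one and siCtrl#2 for the other, r was 0.439 to 0.572; genes are not independent replicates, and no p-value was computed for these correlations. The second nontargeting siRNA, siCtrl#2, itself changed 143 genes upward and 68 downward relative to siCtrl#1 (206 and 118 with the block). Among the commonly up-regulated genes, 67 were also up-regulated by siCtrl#2, as were 7 of the commonly down-regulated genes down-regulated by it. Of the alternatives set before the data were examined, siCtrl#2 as the reference moved the counts of common genes most. With it, 157 genes were commonly up-regulated and 52 commonly down-regulated. Of these, 100 and 25 were also common with siCtrl#1 as the reference.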

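The genes labelled in Fig 3B are those the paper called from these libraries, so their counts describe the calls and are no independent test. Of the 34 labelled genes, 13 were commonly up-regulated with all 4 on-target siRNAs by the thresholds of the legend of Fig 3A. With the p-values adjusted over these genes alone, 15 were. The legend of Fig 3B speaks of Tsg101 or Vps28 depletion and names no rule of all 4 siRNAs. Of the 13 marked with an asterisk, 5 were commonly up-regulated. With the replicate block, 15 of the labelled genes were commonly up-regulated, 6 of them with an asterisk. In the mean of the 4 siRNAs, all 34 were higher than with siCtrl#1, by a median of 0.91 on the log2 scale, and 33 had an adjusted p-value under 0.05 (edgeR); 32 were higher with each of the 4 siRNAs. Up-regulation was called for 29 of them with siTsg101#1, 31 with siTsg101#2, 17 with siVps28#1 and 23 with siVps28#2. NPC1 (ENSG00000141458, chromosome 18 of GRCh37, 21086148 to 21166470), a cholesterol transporter of the lysosomal membrane, was commonly up-regulated, from 70.1 ± 16.4 normalized CPM (SD, n = 3) with siCtrl#1 to between 148 ± 18.1 (siTsg101#1) and 227 ± 17.3 (siVps28#2). Its mean log2 fold change was 1.41 (standard error 0.14, adjusted p = 2.07e-07 from edgeR, 4.29e-08 with the block), and 619 bases of its exons overlap the antisense gene RMC1. RAB7A (ENSG00000075785, chromosome 3, 128412512 to 128544785) and PLEKHM1 (ENSG00000225190, chromosome 17, 43513266 to 43568124) were also commonly up-regulated. RAB7A rose by 0.77 (adjusted p = 1.36e-04 from edgeR, 7.74e-05 with the block) and PLEKHM1 by 1.07 (adjusted p = 2.59e-05 from edgeR, 2.07e-06 with the block), but 51.1% of the PLEKHM1 transcript is shared with other loci such as PLEKHM1P1. MCOLN1 (ENSG00000090674, chromosome 19, 7587510 to 7598895), of whose exons 175 bases overlap genes on the same strand and of whose transcript 8.2% is shared with one of them, rose by 0.85 with siTsg101#2 and 0.71 with siVps28#2 (adjusted p = 0.00332 and 0.0146 from edgeR). With siTsg101#1 it rose by 0.42 (adjusted p = 0.132 from edgeR) and with siVps28#1 by 0.59 (adjusted p = 0.0659 from edgeR), and its mean change was 0.64 (standard error 0.16, adjusted p = 0.00564 from edgeR, 0.00443 with the block). SQSTM1 (ENSG00000161011, chromosome 5, 179233398 to 179265078) was higher with all 4 siRNAs, by 0.50, 0.85, 1.03 and 0.88, the first of which was under 1.5-fold (mean 0.81, adjusted p = 1.41e-04 from edgeR, 1.09e-04 with the block); 1687 bases of its exons overlap antisense genes. GABARAPL1 (mean 0.82, adjusted p = 0.0283 from edgeR, 0.0168 with the block), which shares 5.8% of its transcript with GABARAPL3 and overlaps an antisense gene in 329 bases, passed both thresholds with siTsg101#1 and siVps28#2. Of the labelled genes, 10 were higher after Tsg101 than after Vps28 depletion and 2 lower when the 2 depletions were compared directly. WDR45 had 3 to 9 counts per library with siCtrl#1 and shares 47.8% of its transcript with other loci. It rose by 3.45 and 3.49 with the siTsg101 siRNAs but by 0.87 and 0.94 with the siVps28 siRNAs, a difference of 2.57 (adjusted p = 1.30e-08 from edgeR, 1.17e-08 with the block). UVRAG (1.13, adjusted p = 1.21e-05, 9.89e-06 with the block) and VPS37A (1.06, adjusted p = 6.33e-05, 1.64e-05 with the block), with 335 and 1760 bases of antisense overlap, showed the same direction in this edgeR test. HMOX1 differed in the opposite direction, by -1.01 (adjusted p = 1.14e-07 from edgeR, 1.21e-07 with the block), with changes of -8.0e-04, 0.86, 1.47 and 1.40 for siTsg101#1, siTsg101#2, siVps28#1 and siVps28#2.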

Among genes annotated to autophagy, whose expression was induced upon ESCRT-I depletion, we identified a group of genes involved in lysosomal biogenesis and autolysosomal degradation that are established targets of MiT-TFE transcription factors (Fig 3B), known to be activated because of starvation or lysosomal stress (Settembre et al, 2012; Medina et al, 2015; Perera & Zoncu, 2016). Among genes annotated to cholesterol metabolism were mainly those encoding enzymes of cholesterol biosynthesis (Fig 3C), whose expression is typically induced upon impaired delivery to the ER of cholesterol provided by the endolysosomal trafficking (Luo et al, 2020; Xue et al, 2020).

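Among the 24 genes labelled in Fig 3C, which are likewise the paper's own calls on these libraries, 19 were commonly up-regulated, or 20 with the replicate block and 20 with the p-values adjusted over these genes alone. All 24 were higher with each of the 4 on-target siRNAs, by a median of 1.36 on the log2 scale. The 9 genes with an asterisk were all commonly up-regulated, with mean log2 fold changes between 1.14 and 3.27. HMGCS1 (ENSG00000112972, chromosome 5 of GRCh37, 43287572 to 43313614), the synthase of 3-hydroxy-3-methylglutaryl-CoA, rose from 28.2 ± 1.62 normalized CPM (SD, n = 3) with siCtrl#1 to 243 ± 21.9 with siTsg101#1, 240 ± 16.0 with siTsg101#2, 240 ± 27.3 with siVps28#1 and 388 ± 23.5 with siVps28#2. Its mean log2 fold change was 3.27 (standard error 0.16, adjusted p = 3.17e-12 from edgeR, 5.00e-12 with the block). HMGCS1 was also higher with siCtrl#2 than with siCtrl#1, by 0.77 (adjusted p = 0.0176 from edgeR), so that its change relative to siCtrl#2 was 2.50, and 2497 bases of its exons overlap an antisense gene. MSMO1 rose by 2.26 (standard error 0.21, adjusted p = 7.57e-08 from edgeR, 3.11e-08 with the block) and shares 8.3% of its transcript with other loci. DHCR7 rose by 1.99 (standard error 0.16, adjusted p = 1.07e-08 from edgeR, 7.02e-09 with the block). Also marked with an asterisk, IDI1 rose by 1.82, SQLE by 1.72, FDFT1 by 1.55, MVK by 1.14 and GGPS1 by 1.14, with adjusted p-values from 3.17e-08 to 7.46e-05 (edgeR; 5.54e-09 to 6.17e-05 with the block). In GGPS1, 32.2% of the transcript is shared with other loci, and relative to siCtrl#2 its rise was 0.59. Over the alternatives other than left-out libraries, the lowest rise was 0.99 for FDFT1, 1.11 for SQLE, 1.56 for IDI1 and 1.13 for MVK. Antisense genes overlap exons of IDI1 (643 bases), MVK (225 bases) and FDFT1 (217 bases). FASN, whose product synthesizes fatty acids, was up-regulated with 3 siRNAs and rose by 0.51 with siTsg101#1 (adjusted p = 0.0530 from edgeR). ABCA1, which encodes a cholesterol exporter and had 2 to 6 counts per library with siCtrl#1, rose by 2.57, 1.81 and 2.58 with siTsg101#1, siTsg101#2 and siVps28#1 but by 0.79 with siVps28#2 (adjusted p = 0.298 from edgeR).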

Hence, in addition to the previously reported induction of inflammatory signaling (Maminska et al, 2016; Kolmus et al, 2021), ESCRT-I depletion activates transcriptional responses suggestive of lysosomal stress or impaired delivery of nutrients from autolysosomal and endolysosomal compartments.

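The mRNA of the transcription factors and of single lysosomal markers was measured in the same libraries. TFEB (ENSG00000112561, chromosome 6 of GRCh37, 41651716 to 41703997) had 19 to 39 counts per library with siCtrl#1, and its mean log2 fold change over the 4 on-target siRNAs was 0.53 (standard error 0.20, adjusted p = 0.0567 from edgeR, 0.0398 with the replicate block). It passed both thresholds only with siTsg101#2, where the change was 0.99; relative to siCtrl#2 its mean change was 0.16 (adjusted p = 0.620 from edgeR, over a range of 0.0398 to 0.620 for the alternatives other than left-out libraries), and 115 bases of its exons overlap an antisense gene. TFE3 (ENSG00000068323, chromosome X, 48886237 to 48900936) changed by 0.17 (standard error 0.13, adjusted p = 0.365 from edgeR, 0.327 with the block). In the direct comparison of the 2 depletions, TFEB was higher after Tsg101 depletion by 0.56 (adjusted p = 0.0257 from edgeR, 0.0173 with the block), whereas TFE3 was lower, by -0.46 (adjusted p = 0.00993 from edgeR, 0.00632 with the block). LAMP1 changed by 0.27 (adjusted p = 0.163 from edgeR, 0.154 with the block) and CTSD, which encodes cathepsin D and shares 61.8% of its transcript with an overlapping locus and overlaps antisense genes in 1365 bases, by 0.46 (adjusted p = 0.0101 from edgeR, 0.00860 with the block). Among the commonly up-regulated lysosomal genes, GLA rose by 1.40 (adjusted p = 6.40e-06 from edgeR, 7.37e-07 with the block) and NEU1 by 0.91 (adjusted p = 8.46e-04 from edgeR, 4.66e-05 with the block); 557 bases of the GLA exons overlap the antisense gene RPL36A, and 7.1% of the NEU1 transcript is shared with other loci. As a comparison, 3 lists for other stress pathways were tested in the same way. The median change was 0.063 for 29 targets of p53, 0.11 for 25 genes of the amino acid response driven by ATF4 and 0.15 for 26 genes of the interferon response, with 17, 14 and 16 genes higher (adjusted p = 0.376, 0.288 and 0.703 from limma camera, 0.379, 0.190 and 0.754 with the block). Relative to siCtrl#2 the p53 list was higher, by a median of 0.32 (adjusted p = 6.44e-04 from limma camera, over a range of 6.44e-04 to 0.670 for the alternatives of this list). The ATF4 median was 0.37 without siCtrl#1 replicate 3 (adjusted p = 0.00150 from limma camera) and -0.17 without siCtrl#1 replicate 1 (adjusted p = 0.292). With siVps28#1 alone it was 0.30 (adjusted p = 0.00122 from limma camera), against adjusted p-values of 0.561 to 0.650 with the other on-target siRNAs. Commonly up-regulated were 3 of the p53 targets and 2 of the ATF4 genes (adjusted p = 0.0550 and 0.159 from Fisher's exact test, 0.0836 and 0.208 with the block); no interferon gene was, although 2 were up-regulated with siTsg101#1, 1 with siTsg101#2 and 1 with siVps28#2. From the induction of MiT-TFE target genes and of cholesterol biosynthesis enzymes, the paper proposes that cells lacking ESCRT-I respond to stress in lysosomes or to nutrients that are not delivered from autolysosomes and endolysosomes.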

### Depletion of ESCRT-I leads to a prolonged activation of TFEB and TFE3 transcription factors

To validate the transcriptomic data suggesting activation of MiT-TFE transcription factors, we tested whether ESCRT-I deficiency affected the localization of TFEB and TFE3 proteins. Consistent with their reported activation in various cancer types, including colon cancer (Astanina et al, 2021), we detected basal amounts of TFEB and TFE3 in nuclear fractions of control RKO cells by Western blotting analysis (Fig 4A). Nevertheless, we observed that depletion of Tsg101 or Vps28 markedly increased the nuclear abundance of both factors (Fig 4A). We also found increased TFEB/TFE3 nuclear translocation upon ESCRT-I deficiency in other cell lines, DLD-1 and HEK293 (Fig S4A and B), pointing to a common intracellular response. Next, we verified whether the induced expression of genes involved in the regulation of lysosomal function in ESCRT-I–depleted RKO cells occurred due to the MiT-TFE activation. To this end, we depleted TFEB and TFE3 factors using siRNA. We observed that their simultaneous depletion in cells lacking Tsg101 or Vps28 prevented the elevated expression of two MiT-TFE target genes that encode lysosomal proteins, NPC1 and MCOLN1 (Fig 4B). The activation of TFEB/TFE3-dependent expression of lysosome biogenesis genes likely accounts for the accumulation of new small lysosomes in ESCRT-I–deficient cells shown in Fig 1D.

**Figure 4.**
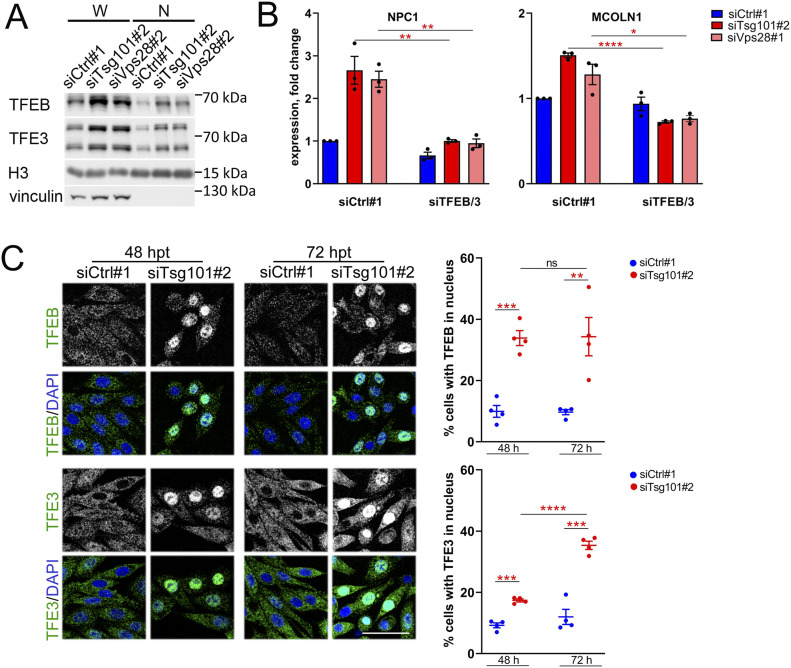
Depletion of ESCRT-I induces prolonged activation of TFEB/TFE3 signaling. **(A)** Western blots showing levels of TFEB and TFE3 proteins in whole-cell lysates (W) and nuclear fractions (N) of RKO cells depleted of Tsg101 or Vps28 (siTsg101#2, siVps28#2), as compared to control cells (treated with nontargeting siRNA, Ctrl#1). To examine the fraction purity, the levels of vinculin (cytosolic marker) were probed. The H3 histone protein was used as a loading control for nuclear fractions. **(B)** qPCR results showing the expression of MiT-TFE target genes upon ESCRT-I and/or MiT-TFE depletion (using single siRNAs for Tsg101, Vps28, TFEB, or TFE3) presented as fold changes with respect to control cells. Values derived from independent experiments and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siTsg101 or siVps28 conditions. *P < 0.05, **P < 0.01, ****P < 0.0001. **(C)** Maximum intensity projection confocal images of fixed RKO cells at 48 or 72 h post transfection (hpt) showing intracellular distribution of TFEB or TFE3 (green) in ESCRT-I–depleted or control RKO cells. Cell nuclei marked with DAPI (blue). Dot plots on the right show percentage of cells with nuclear TFEB or TFE3 localization. Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1 and/or siTsg101#2 conditions. ns, nonsignificant (*P* ≥ 0.05), **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure S4.**
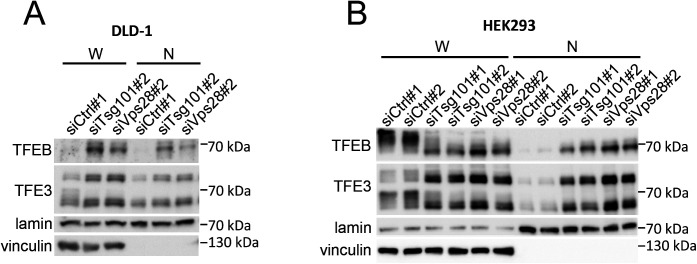
Depletion of ESCRT-I leads to nuclear accumulation of TFEB and TFE3 in DLD-1 and HEK293 cells. **(A, B)** Western blots showing levels of TFEB and TFE3 proteins in whole-cell lysates (W) and nuclear fractions (N) of DLD-1 (in A) or HEK293 (in B) cells treated with control nontargeting siRNAs (siCtrl#1 or 2) or siRNA targeting ESCRT-I (siTsg101#1 or #2, Vps28#1 or #2). To examine the fraction purity, the levels of vinculin (cytosolic marker) were probed. The lamin protein was used as a gel loading control for nuclear fractions.

Although our results revealing elevated MiT-TFE signaling upon ESCRT-I depletion (shown in Figs 3B and 4A and B) were obtained 72 h post transfection (hpt) of cells with siRNA, we suspected that activation of these transcription factors could occur earlier. To this end, by quantitative analysis of confocal microscopy images, we measured the percentage of RKO cells with TFEB or TFE3 present in their nuclei. We detected nuclear TFEB or TFE3 in around 10% of control cells, a fraction that was constant at different time-points post transfection (Fig 4C), likely accounting for basal levels of TFEB and TFE3 in nuclear fractions shown in Fig 4A. However, upon Tsg101 depletion, the percentage of RKO cells with nuclear accumulation of these transcription factors increased significantly already at 48 hpt, in the case of TFEB to the similar level (around 30%) as observed at 72 hpt (Fig 4C).

Taken together, we verified that cells lacking ESCRT-I activate TFEB/TFE3 signaling, which reinforced our hypothesis that ESCRT-I deficiency leads to lysosomal dysfunction or impaired delivery of nutrients through lysosome-dependent processes.

### ESCRT-I is required for proper endolysosomal transport of cholesterol

The induced transcription of genes involved in cholesterol biogenesis (shown in Fig 3C) is indicative of cholesterol deficiency (Trinh et al, 2020). Thus, we reasoned that cholesterol could be one of nutrients that are inefficiently supplied via endolysosomal trafficking in cells lacking ESCRT-I. In accordance with this, we observed that depletion of Tsg101 or Vps28 in RKO cells led to the accumulation of cholesterol (stained by filipin) in enlarged LAMP1-positive structures (Fig 5A). This accumulation was suppressed when cells were cultured in a delipidated medium (Fig 5A) that has reduced levels of lipids, including cholesterol which under such conditions is not taken up via endolysosomal trafficking (Brovkovych et al, 2019). These data argue that cholesterol accumulated in enlarged LAMP1-positive structures upon ESCRT-I depletion is of extracellular origin.

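Besides the biosynthesis enzymes, Fig 3C contains genes that regulate the pathway. INSIG1 (ENSG00000186480, chromosome 7 of GRCh37, 155089486 to 155101945), whose product retains the sterol-sensing complex in the ER, rose by 0.72 with siTsg101#1, 1.48 with siTsg101#2, 1.19 with siVps28#1 and 1.18 with siVps28#2 (mean 1.14, standard error 0.17, adjusted p = 3.47e-05 from edgeR, 1.91e-05 with the replicate block). INSIG1 passed both thresholds with all 4 on-target siRNAs and showed no called difference between the depletions of Tsg101 and Vps28 (-0.086 on the log2 scale, adjusted p = 0.755 from edgeR, 0.738 with the block).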

**Figure 5.**
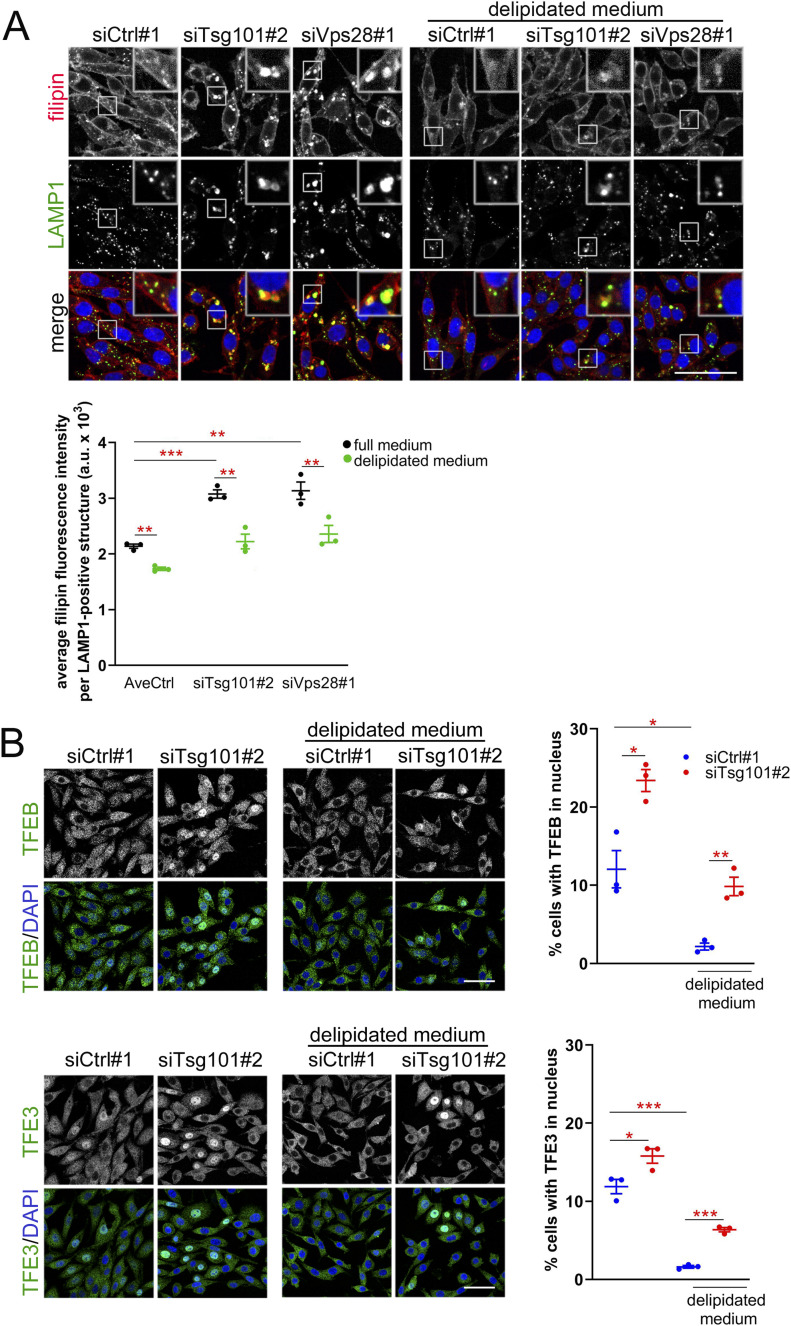
ESCRT-I deficiency leads to endolysosomal accumulation of cholesterol that does not contribute to activation of TFEB/TFE3 signaling. **(A)** Maximum intensity projection confocal images of fixed RKO cells at 48 h post transfection (48 hpt) showing the effect of culture in delipidated medium (for 40 h) on the intracellular distribution of free cholesterol marked with filipin dye (red) with respect to LAMP1 protein (green) in control (treated with nontargeting siRNA, Ctrl#1) or ESCRT-I–depleted (siTsg101#2 or siVps28#1) cells. Cell nuclei marked with DRAQ7 dye (blue). Scale bar, 50 μm. The dot plot on the bottom shows the average filipin fluorescence intensity per LAMP1-positive structure (expressed in arbitrary units, a.u.), as compared to control cells. Values derived from independent experiments (dots) and their means (n = 3 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for control cells (AveCtrl) and/or siTsg101#2 conditions. **P < 0.01, ***P < 0.001. **(B)** Maximum intensity projection confocal images of fixed RKO cells at 48 hpt showing the effect of culture in delipidated medium on the intracellular distribution of TFEB or TFE3 (green) in control or ESCRT-I–depleted cells. Cell nuclei marked with DAPI (blue). Dot plots on the right show the percentage of cells with nuclear TFEB or TFE3 localization. Values derived from independent experiments (dots) and their means (n = 3 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1 conditions. *P < 0.05, **P < 0.01, ***P < 0.001.

To verify whether the up-regulated expression of cholesterol biosynthesis genes in the absence of ESCRT-I (shown in Fig 3C) is due to an impaired delivery of cholesterol from late endosomes or lysosomes to the ER, we supplied cells with cholesterol in a soluble form that reaches the ER independently of the endolysosomal trafficking (Trinh et al, 2020). As analyzed by quantitative RT-PCR, soluble cholesterol supplementation prevented the up-regulation of cholesterol biosynthesis genes in RKO cells lacking Tsg101 or Vps28 (Fig S5). Hence, we confirmed an impaired delivery of cholesterol from endolysosomal compartments to the ER in the absence of ESCRT-I.

**Figure S5.**
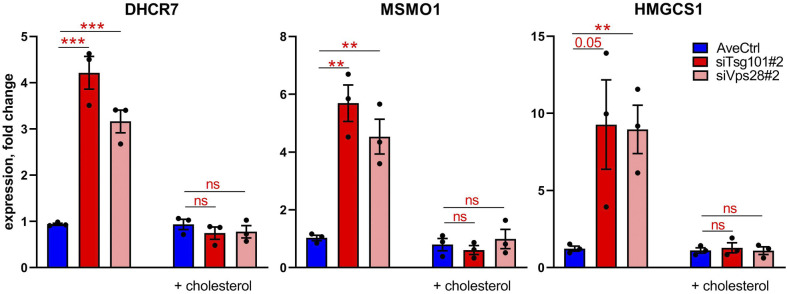
Cholesterol supplementation prevents the induced expression of cholesterol biogenesis genes upon ESCRT-I deficiency. qPCR results showing the expression of the indicated cholesterol biosynthesis genes in ESCRT-I–depleted (siTsg101#2 or siVps28#2) or control (siCtrl#1,#2 nontargeting siRNAs) RKO cells at 72 h post transfection with or without 48 h supplementation with water-soluble cholesterol (20 μM). Data are presented as fold changes with respect to siCtrl#1. Values derived from independent experiments (dots) and their means (n = 3 ± SEM) are presented. Statistical significance tested by comparison to averaged values measured for control cells (AveCtrl). ns, nonsignificant (*P* ≥ 0.05), **P < 0.01, ***P < 0.001.

### Endolysosomal accumulation of cholesterol does not contribute to the activation of TFEB/TFE3 signaling in ESCRT-I–deficient cells

The MiT-TFE–dependent transcriptional responses observed in cells lacking ESCRT-I did not allow discriminating whether these cells activate stress signaling, due to dysfunction of the enlarged lysosomes or starvation-like signaling, due to impaired nutrient delivery through lysosome-dependent processes. The MiT-TFE signaling is regulated by various intracellular cues that may reflect lysosomal stress or nutrient deficiency. These cues include (i) accumulation of cholesterol in lysosomes causing cholesterol-induced lysosomal stress (Willett et al, 2017), (ii) calcium-dependent signaling that has been linked to both starvation response and integrated stress response (Medina et al, 2015; Martina et al, 2016), and (iii) inactivation of Rag GTPase–dependent mTORC1 signaling that responds to nutrient delivery from lysosomes (Martina & Puertollano, 2013). Therefore, to understand the consequences of ESCRT-I depletion for lysosomal function, we investigated the molecular mechanisms that underlie the observed nuclear translocation of TFEB and TFE3.

First, we tested whether preventing the retention of cholesterol within the endolysosomal pathway by culturing cells in a delipidated medium affected the induction of TFEB/TFE3 signaling at its early stage (48 hpt). Intriguingly, we observed that deprivation of exogenous lipids strongly reduced the percentage of control cells with nuclear TFEB or TFE3 (Fig 5B), indicating that basal activation of this pathway depends on lipid delivery. However, culture of cells in the absence of exogenous lipids did not prevent the increase in the number of cells with nuclear TFEB or TFE3 upon Tsg101 depletion.

Thus, we found that the accumulation of cholesterol in the endolysosomal system upon ESCRT-I deficiency is not a causative factor for the induction of TFEB/TFE3 signaling, arguing against the possibility of cholesterol-induced lysosomal stress occurring under these conditions.

### Calcium signaling is required for activation of TFEB and TFE3 transcription factors but does not mediate TFEB dephosphorylation upon ESCRT-I depletion

We next explored the second possible mechanism of activated TFEB/TFE3 signaling upon ESCRT-I depletion that could be related to MCOLN1-Ca^2+^-calcineurin signaling, encouraged by our observation of impaired turnover of MCOLN1, a Ca^2+^ channel under these conditions (Fig 2B–E). To this end, we applied BAPTA-AM, a chelator of intracellular Ca^2+^ (Medina et al, 2015); ML-SI1, an inhibitor of MCOLN1 channel activity (Sun et al, 2018); or cyclosporin A (CsA), an inhibitor of calcineurin (Liu et al, 1991) at an early stage of the pathway activation (48 hpt). Surprisingly, treatment with these compounds did not decrease the nuclear levels of TFEB and TFE3 in control cells, indicating that basal activation of MiT-TFE factors is not mediated by Ca^2+^ signaling (Figs 6A and S6). Conversely, all these compounds had a tendency to increase the TFEB/TFE3 nuclear levels in control cells. However, Ca^2+^ chelation or inhibition of MCOLN1 or calcineurin prevented the nuclear accumulation of TFEB and TFE3 proteins because of Tsg101 depletion (Figs 6A and S6), indicating that activation of MiT-TFE factors upon ESCRT-I deficiency requires Ca^2+^-dependent signaling.

**Figure S6.**
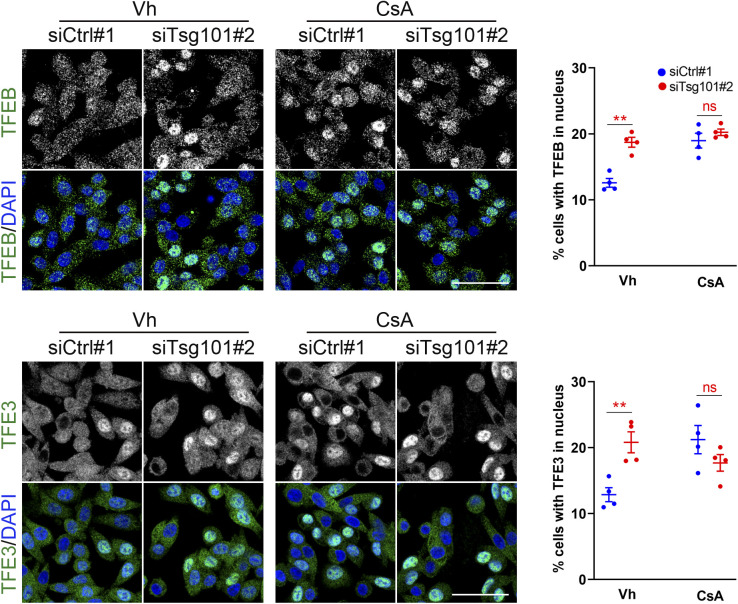
Calcineurin-dependent signaling is not required for TFEB/TFE3 nuclear localization in cells lacking Tsg101. Maximum intensity projection confocal images of fixed RKO cells at 48 h post transfection showing intracellular distribution of TFEB or TFE3 (green) in ESCRT-I–depleted (siTsg101#2) or control (Ctrl#1, nontargeting siRNA) cells upon 2 h treatment with vehicle (Vh, DMSO) or 25 μM cyclosporin A (CsA). Cell nuclei marked with DAPI stain (blue). Scale bar, 50 μm. Dot plots on the right showing the percentage of cells with nuclear TFEB or TFE3 localization. Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1 conditions. ns, nonsignificant, **P < 0.01.

To investigate whether the activation of MiT-TFE factors upon ESCRT-I deficiency involves their Ca^2+^-induced dephosphorylation, we analyzed by Western blotting in RKO cells two phosphorylation sites of TFEB, at serine 211 and 122, that cooperate to inhibit its nuclear translocation (Vega-Rubin-de-Celis et al, 2017). Although in control cells we could repeatedly detect a clear signal for the S122 phosphorylation, the S211 phosphorylation was barely detected (Fig 6B). Consistent with its effect on induction of TFEB nuclear translocation, Tsg101 depletion reduced the levels of both phosphorylations (Fig 6B). Surprisingly, inhibition of MCOLN1-Ca^2+^-calcineurin signaling by various compounds, which we expected to raise phosphorylation levels of at least the S211 site (Medina et al, 2015; Zhang et al, 2016), inhibited both phosphorylations in control cells and did not restore the phosphorylation levels reduced by Tsg101 depletion (Fig 6B).

**Figure 6.**
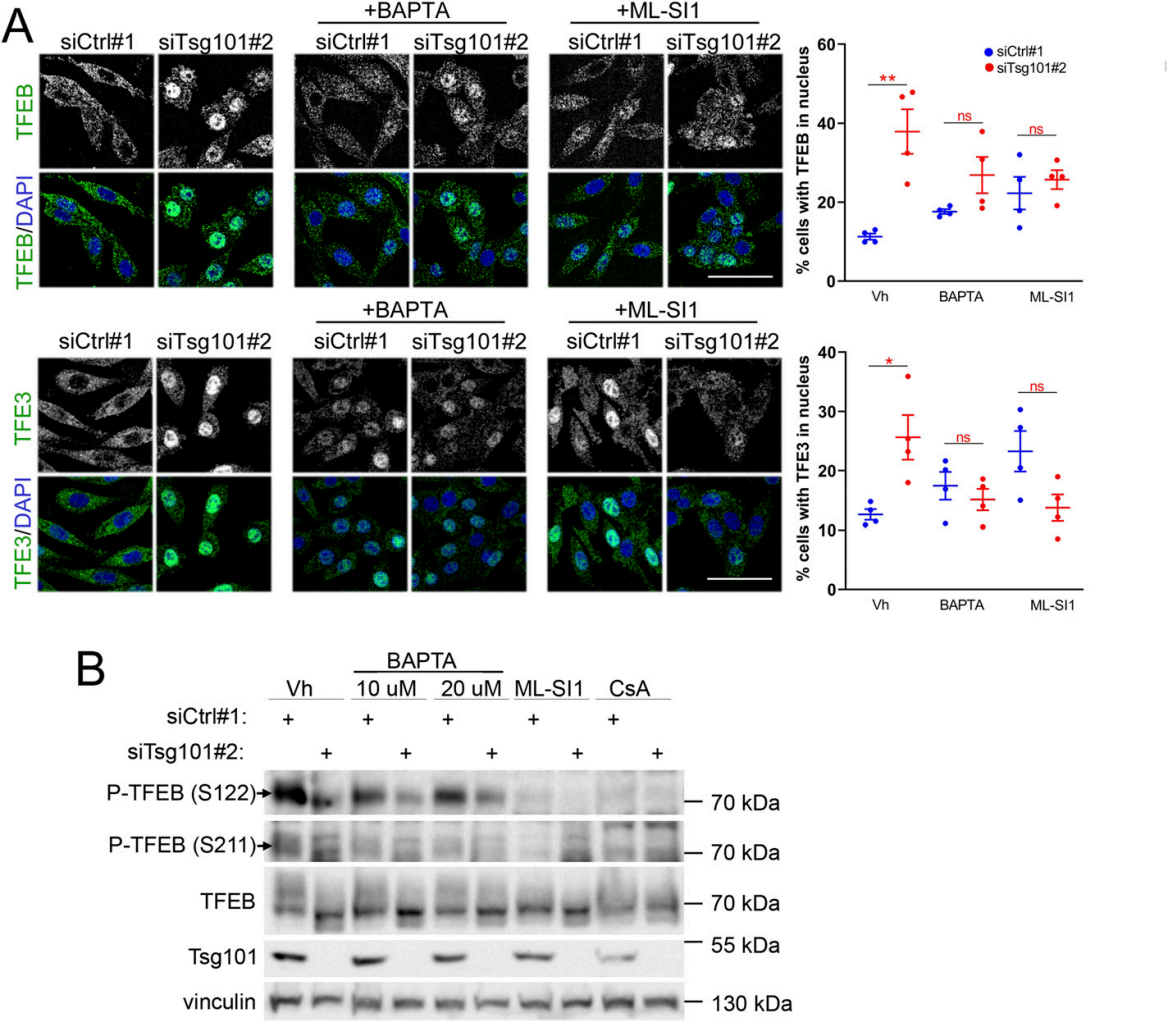
Ca^2+^-dependent signaling is required for TFEB/TFE3 nuclear localization but not for TFEB dephosphorylation in cells lacking Tsg101. **(A)** Maximum intensity projection confocal images of fixed RKO cells at 48 h post transfection (48 hpt) showing intracellular distribution of TFEB or TFE3 (green) in ESCRT-I–depleted (siTsg101#2) or control (Ctrl#1, nontargeting siRNA) cells upon 2 h treatment with vehicle (Vh, DMSO), BAPTA-AM (10 μM), or ML-SI1 (25 μM). Cell nuclei marked with DAPI stain (blue). Scale bar, 50 μm. Dot plots on the right show the percentage of cells with nuclear TFEB or TFE3 localization. Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1 conditions. ns, nonsignificant, *P < 0.05, **P < 0.01. **(B)** Representative Western blots showing levels of phosphorylated (at Ser122 or Ser211) or total TFEB and of Tsg101 and vinculin (loading control) in lysates obtained 48 hpt from control (siCtrl#1) or Tsg101-depleted RKO cells treated for 3 h with the indicated reagents: vehicle (Vh, DMSO), 10 or 20 μM BAPTA, 25 μM ML-SI1or 25 μM CsA.

Collectively, we observed that calcium signaling is required for inducing TFEB/TFE3 nuclear translocation upon ESCRT-I depletion. Yet, the underlying mechanism of this regulation does not involve the canonical Ca^2+^-dependent dephosphorylation by calcineurin.

### ESCRT-I deficiency reduces TFEB phosphorylation at S122 without having a broad effect on mTORC1 signaling

After excluding the involvement of endolysosomal cholesterol accumulation or Ca^2+^-dependent dephosphorylation, we investigated whether the induction of TFEB/TFE3 in ESCRT-I depleted cells occurs via regulation of mTORC1 kinase signaling. Having observed reduced phosphorylation of S122 that is a direct mTORC1 target (Vega-Rubin-de-Celis et al, 2017), we investigated whether it occurs because of inhibition of general mTORC1 signaling, which would point to a broad starvation response in ESCRT-I–deficient cells (Ng et al, 2011). To this end, we compared the regulation of TFEB S122 phosphorylation to that of other described mTORC1 kinase targets (Ulk1, S6K, or 4E-BP1), in control or ESCRT-I–depleted cells, under normal growth conditions (EMEM full medium) or upon nutrient deprivation (EBSS medium). In control cells, the phosphorylation signals of all tested targets were easily detected upon EMEM, and their levels were clearly reduced upon EBSS (Fig 7A and B), verifying that all of these phosphorylations are under constant activation in RKO cells. Importantly, the reduction of S122 phosphorylation due to depletion of Tsg101 or Vps28 was as strong as observed for control cells upon EBSS (Fig 7A and B). However, ESCRT-I deficiency did not inhibit phosphorylations of other tested mTORC1 targets (Fig 7A and B). Reassuringly, we also observed reduced phosphorylation of TFEB at S122 but not of Ulk1, S6K, or 4E-BP1 in cells lacking ESCRT-I because of CRISPR/Cas9–mediated Tsg101 depletion (Fig S7A; depletion efficiencies shown in Fig S1C).

**Figure 7.**
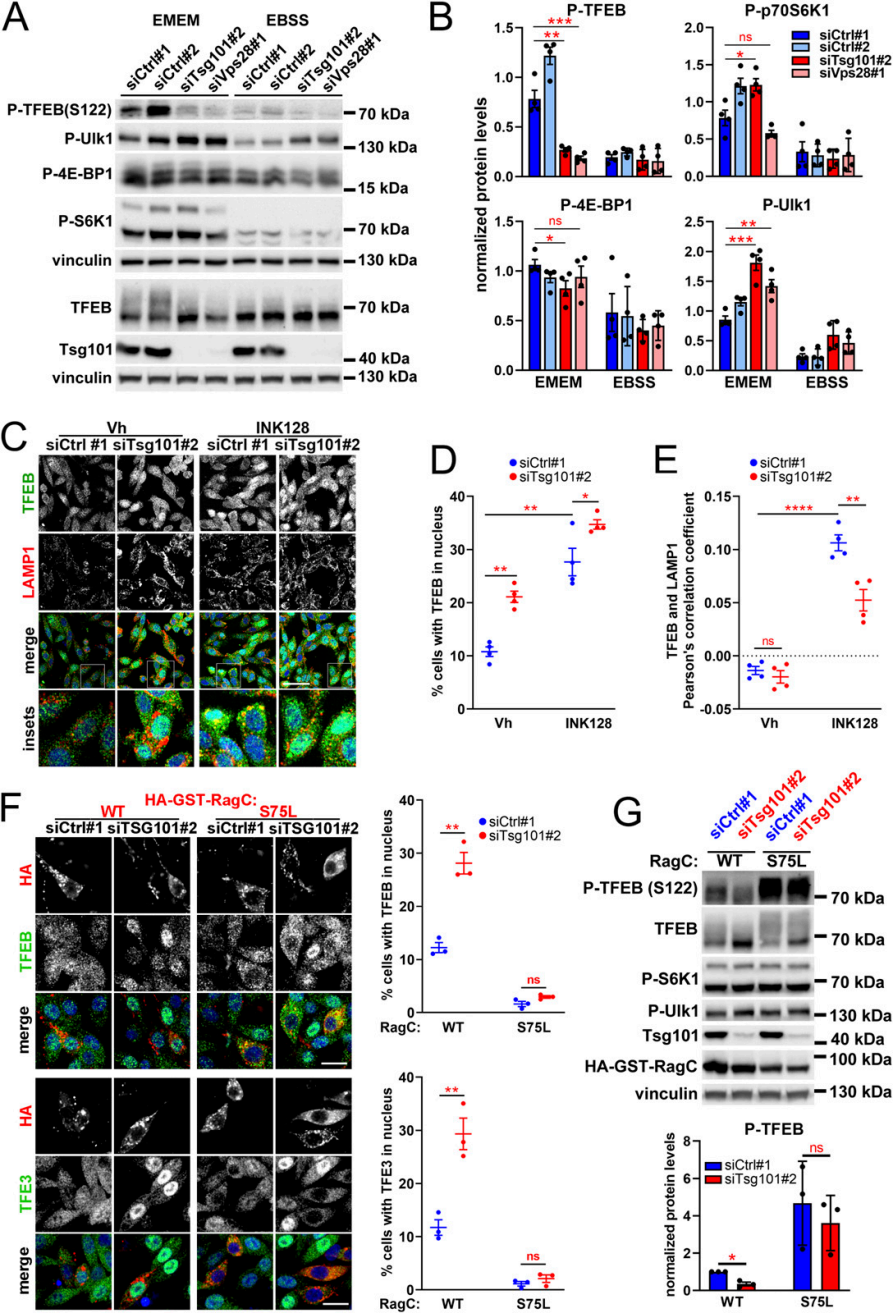
TFEB/TFE3 signaling in ESCRT-I–deficient cells is activated due to the inhibition of the Rag GTPase–dependent mTORC1 pathway. **(A)** Western blots showing levels of phosphorylation of TFEB at Ser122 and the indicated canonical mTORC1 targets in cells lacking ESCRT-I (transfected with siTsg101#2 or siVps28#1) as compared with control cells (siCtrl#1 or #2, nontargeting siRNAs) at 48 h post transfection (48 hpt) upon culture in regular medium (EMEM) or nutrient-deficient medium (EBSS) for 2 h. Vinculin was used as a loading control. **(A, B)** Graphs showing fold levels of indicated phosphorylations measured by densitometry analysis of Western blotting bands, including those shown in (A). Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1. ns, nonsignificant, *P < 0.05, **P < 0.01, ***P < 0.001. **(C)** Single-plane confocal images of fixed RKO cells at 48 hpt showing intracellular distribution of TFEB (green) with respect to LAMP1 protein (red) or DAPI-stained nuclei (blue) in ESCRT-I–depleted (siTsg101#2) or control (siCtrl#1) cells upon 2 h treatment with vehicle (Vh, DMSO) or 1 μM INK128. Scale bar, 100 μm. **(D, E)** Dot plots showing the percentage of cells with nuclear TFEB localization (D) or TFEB colocalization with LAMP1-positive structures (E) in ESCRT-I–depleted (siTsg101#2) or control (siCtrl#1) cells. Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. ns—nonsignificant, *P < 0.05, **P < 0.01, ****P < 0.0001. **(F)** Single-plane confocal images of fixed RKO cells at 48 hpt showing intracellular distribution of TFEB or TFE3 (green) with respect to DAPI-stained nuclei (blue) in control or ESCRT-I–depleted cells expressing or not wild-type (WT) or constitutively active (S75L) HA-GST-RagC protein (red). Scale bar, 20 μm. Dot plots on the right showing the percentage of cells with nuclear TFEB or TFE3 localization. Values derived from independent experiments (dots) and their means (n = 3 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1 conditions. ns—nonsignificant (*P* ≥ 0.05), *P < 0.05, **P < 0.01. **(G)** Western blots showing levels of phosphorylation of the indicated proteins as well as total levels of TFEB, Tsg101, and HA-GST-RagC in ESCRT-I–depleted (siTsg101#2) or control (siCtrl#1) cells at 48 hpt with ectopic expression of the HA-GST-RagC protein (WT or S75L). Vinculin was used as a loading control. The bottom graph shows phosphorylation levels of Ser122 of TFEB measured by densitometry analysis of Western blotting bands, including those shown above. Values derived from independent experiments (dots) and their means (n = 3 ± SEM) are presented. Statistical significance tested by comparison to siCtrl#1. ns, nonsignificant, *P < 0.05.

**Figure S7.**
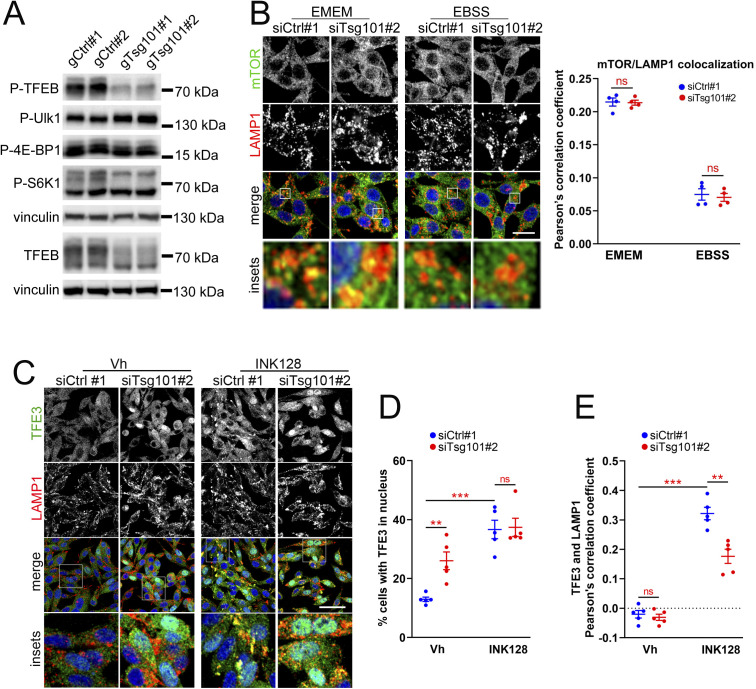
ESCRT-I deficiency inhibits TFEB S122 phosphorylation and activates TFEB/TFE3 factors independently of general mTORC1 signaling. **(A)** Representative Western blots showing levels of phosphorylation of TFEB at Ser122 and phosphorylations of the indicated canonical mTORC1 targets in RKO cells lacking ESCRT-I due to CRISPR/Cas9–mediated *TSG101* knockout (gTsg101#1 or #2) as compared to control cells (gCtrl#1 or #2, nontargeting gRNAs). The vinculin protein is shown as a gel loading control. **(B)** Single-plane confocal images of fixed cells lacking ESCRT-I (siTsg101#2) as compared with control cells (siCtrl#1, nontargeting siRNAs) at 48 h post transfection (48 hpt) showing mTOR localization on LAMP1-positive structures upon culture in nutrient-rich medium (EMEM) or starvation medium (EBSS) for 2 h. Cell nuclei marked with DAPI stain (blue). Scale bar, 20 μm. The dot plot on the right shows mTOR colocalization with LAMP1-positive structures in control or ESCRT-I–depleted cells calculated based on confocal images including those shown on the left. Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. ns, nonsignificant. **(C)** Single-plane confocal images of fixed RKO cells at 48 hpt showing intracellular distribution of TFE3 (green) with respect to LAMP1 protein (red) or DAPI-stained nuclei (blue) in ESCRT-I–depleted or control cells upon 2 h treatment with vehicle (Vh, DMSO) or 1 μM INK128. Scale bar, 100 μm. **(C, D, E)** Dot plots showing the percentage of cells with nuclear TFEB localization (D) or TFEB colocalization with LAMP1-positive structures (E) in control or ESCRT-I–depleted cells, calculated based on confocal images including those shown in (C). Values derived from independent experiments (dots) and their means (n = 4 ± SEM) are presented. ns, nonsignificant, **P < 0.01, ****P < 0.0001.

Consistent with no effect on the canonical mTORC1 targets, we found that ESCRT-I depletion did not alter the association of the mTOR protein with LAMP1-positive structures (Fig S7B) that is required for general mTORC1 signaling (Sancak et al, 2010), either upon normal growth conditions or when this association was reduced due to nutrient deprivation.

Hence, we discovered a specific response to ESCRT-I deficiency that involves reduced S122 phosphorylation of TFEB, independent of canonical mTORC1 signaling. This pointed to the inhibition of a recently identified mTORC1 pathway that specifically regulates MiT-TFE factors (Napolitano et al, 2020; Alesi et al, 2021).

### ESCRT-I restricts RagC-dependent mTOR-TFEB/TFE3 signaling

The mTORC1-dependent inhibition of TFEB nuclear translocation is mediated by the Rag GTPase complex activated in response to lysosomal amino acids (Martina & Puertollano, 2013; Settembre et al, 2012). Hence, we hypothesized that cells lacking ESCRT-I activate TFEB/TFE3 signaling via inhibition of Rag GTPase activity, which would indicate shortage of lysosome-derived nutrients. In the presence of nutrients, Rag GTPases promote the lysosomal recruitment of MiT-TFE factors, which can be observed upon pharmacological inhibition of mTOR kinase (Martina & Puertollano, 2013). To test the status of the Rag GTPase–dependent mTORC1 pathway in ESCRT-I–deficient cells, we investigated the colocalization of TFEB and TFE3 proteins with LAMP1-positive structures (TFE-LAMP1 colocalization) in vehicle-treated cells or cells with inhibition of mTOR kinase using the INK128 compound. As expected, INK128 treatment induced TFEB/TFE3 nuclear translocation that was associated with a marked increase in TFE-LAMP1 colocalization as compared to control, vehicle-treated RKO cells (Figs 7C–E and S7C–E). Conversely, activation of TFEB/TFE3 signaling because of Tsg101 depletion was not associated with any increase in TFE-LAMP1 colocalization (Figs 7C–E and S7C–E). Moreover, lack of Tsg101 partially prevented the INK128-induced lysosomal recruitment of TFEB or TFE3 (Figs 7C–E and S7C–E). As similar effect was shown for amino acid starvation (Martina & Puertollano, 2013), these results supported the hypothesis that ESCRT-I depletion causes a shortage of lysosome-derived nutrients.

We noted that in cells lacking Tsg101, INK128 treatment only modestly increased TFEB nuclear levels (Fig 7C and D) and had no effect on TFE3 nuclear abundance (S7C-D). This reinforced our hypothesis that ESCRT-I deficiency could activate TFEB/TFE3 signaling by a similar mechanism as mTORC1 inactivation, that is, by inhibition of the Rag GTPase–dependent substrate-specific mTORC1 pathway. To definitively verify this hypothesis, we analyzed the effect of activating the Rag GTPase–dependent pathway on the induction of TFEB/TFE3 signaling in ESCRT-deficient cells. To this end, we overexpressed wild-type (WT) RagC (as a control) or constitutively active RagC mutant (S75L) (Fig 7F). The overexpression of WT RagC had no effect on the basal nuclear abundance of TFEB or TFE3 (again around 10% cells with nuclear staining were detected) and did not prevent their nuclear localization induced upon Tsg101 depletion. However, overexpression of the active RagC mutant inhibited basal TFEB/TFE3 signaling and prevented its induction in cells lacking Tsg101. Importantly, the inhibition of TFEB/TFE3 nuclear translocation by the active RagC mutant, in control and Tsg101-depleted cells, was associated with a strong induction of TFEB S122 phosphorylation (Fig 7G), although levels of Ulk1 or S6K phosphorylations remained unaffected. This underscored the importance of the substrate-specific mTORC1 pathway in regulating both basal TFEB/TFE3 signaling and its induction due to ESCRT-I deficiency.

Based on these findings, we conclude that ESCRT-I deficiency induces TFEB/TFE3 signaling by inactivation of the Rag GTPase–dependent substrate-specific mTORC1 pathway. We propose that this mechanism reflects the shortage of lysosome-derived nutrients, that is, lysosomal nutrient starvation that occurs because of inefficient delivery of cargo for degradation in lysosomes.

## Discussion

Lysosomes have recently emerged as important players in cancer development or progression, and targeting their function has been proposed as a promising strategy in cancer treatment (Tang et al, 2020; Machado et al, 2021). Recently, we showed that components of the ESCRT machinery could serve as potential therapeutic targets against colorectal cancer (CRC) (Szymanska et al, 2020; Kolmus et al, 2021), but whether modulation of ESCRT activity would affect lysosomal function in CRC cells has not been tested. Here, by a comprehensive analysis of the morphology and function of lysosomes in CRC cells, we discover that mammalian ESCRT-I proteins, Tsg101 or Vps28, control lysosomal size and homeostasis, regulating lysosomal membrane protein turnover and endolysosomal transport of cholesterol. Because of the involvement of ESCRT-I in lysosomal homeostasis, the absence of this complex activates transcriptional responses resembling starvation-induced signaling.

Although ESCRT-dependent degradation of vacuolar transmembrane proteins has been shown to occur in yeast (Zhu et al, 2017; Morshed et al, 2020; Yang et al, 2020; Yang et al, 2021), an analogous mechanism has not been fully characterized in mammalian cells. So far, mammalian ESCRT proteins were shown to associate with lysosomes to repair their membranes upon damage (Radulovic et al, 2018; Skowyra et al, 2018; Eriksson et al, 2020). Our study extends these findings by showing that ESCRT-I has a broader function as it maintains lysosomal homeostasis. This is consistent with a very recent discovery of Zhang et al who uncovered that ESCRT components, particularly ESCRT-III and Vps4, are involved in degradation of several lysosomal membrane proteins in HEK293 and HeLa cells (Zhang et al, 2021).

Previous analyses of LAMP1-positive compartment suggested that depletion of ESCRT subunits might affect lysosomal morphology (Doyotte et al, 2005; Du et al, 2012; Du et al, 2013; Szymanska et al, 2020). However, as LAMP1 is a marker of both late endosomes and lysosomes (Saftig & Klumperman, 2009), these observations did not allow conclusions about the status of lysosomes. Here, by investigating LysoTracker and cathepsin D distribution and by analyzing lysosome morphology using EM, we establish that ESCRT-I depletion leads to the enlargement of lysosomes. Importantly, our study suggests that the enlargement of lysosomes could be because of impaired degradation of lysosomal membrane proteins, including MCOLN1. We not only confirm that MCOLN1 is degraded from the lysosomal surface as recently reported (Lee et al, 2020) but also unravel that this degradation is mediated by ESCRT-I.

Although enlargement of lysosomes has been linked to their dysfunction or damage (Lakpa et al, 2021), we did not observe signs of abnormal composition of these organelles or loss of their integrity. However, we and others (Filimonenko et al, 2007; Maminska et al, 2016) previously found that endosomes or autophagosomes in ESCRT-I–deficient cells accumulate nondegraded cargo that is not properly targeted to lysosomes. Here, we show that it also concerns nondegraded lysosomal membrane proteins. Hence, we propose that although these enlarged lysosomes seem to retain their degradative potential, the cargo destined for lysosomal degradation does not reach the lysosomal lumen. As a most likely consequence, in the absence of ESCRT-I, cells receive less nutrients (such as amino acids and cholesterol) from the lysosomal compartment. This reasoning explains the transcriptional activation of cholesterol biogenesis and RagC-mediated TFEB/TFE3 signaling in cells lacking ESCRT-I. Therefore, we propose that ESCRT-I deficiency leads to partial starvation due to shortage of lysosome-derived nutrients, that is, lysosomal nutrient starvation.

As reported, depletion of some components of ESCRT complexes, namely Hrs (ESCRT-0 subunit) or Vps4A/B, causes accumulation of cholesterol on LAMP1-positive structures (Du et al, 2012; Du et al, 2013). These studies, based on experiments performed in HeLa cells, concluded that Tsg101 or ESCRT-III subunits are not involved in cholesterol transport from the endolysosomal pathway, arguing that the roles of Hrs or Vps4A/B in this process are independent of other ESCRTs. However, our finding that the disruption of ESCRT-I complex by depletion of Tsg101 or Vps28 leads to accumulation of cholesterol in LAMP1-positive structures of RKO cells argues that proper endolysosomal transport of cholesterol requires a functional ESCRT machinery. The discrepancy between our results and published data (Du et al, 2012) regarding the effect of Tsg101 depletion may be because of cell type-specific effects.

The MCOLN1 protein has been shown to promote nuclear translocation of transcription factor TFEB, through activation of calcineurin phosphatase by Ca^2+^ released from lysosomes (Medina et al, 2015). Calcineurin-dependent activation of TFE3 was also reported (Martina et al, 2016). We discovered that in cells lacking ESCRT-I, the nuclear translocation of TFEB and TFE3 was associated with an elevated abundance of nondegraded MCOLN1 on enlarged lysosomes. Thus, we initially hypothesized that accumulation of MCOLN1 may serve as a mechanism to activate these transcription factors by promoting their calcineurin-dependent dephosphorylation. However, although we observed that upon ESCRT-I depletion, activation of TFEB and TFE3 required Ca^2+^-dependent signaling, inhibition of this signaling did not prevent TFEB dephosphorylation. Hence, no further increase in nuclear abundance of these factors in ESCRT-I–deficient cells upon Ca^2+^ signaling inhibition must be due to mechanisms other than calcineurin-mediated dephosphorylation that remains to be addressed. A potential underlying mechanism may involve regulation of nucleo-cytoplasmic shuttling of transcription factors that is mediated by calcium ions (Sweitzer & Hanover, 1996; Holaska et al, 2002). In yeast, ESCRT dysfunction causes intracellular Ca^2+^ accumulation resulting in hyperactivation of calcineurin (Zhao et al, 2013a; Zhao et al, 2013b; Schmidt et al, 2020). Although our study points to some involvement of Ca^2+^ in signaling activated upon ESCRT-I deficiency in mammalian cells, further investigation is required to address whether it leads to calcineurin activation.

Aberrant cholesterol transport from lysosomes has been associated with increased cytoplasmic Ca^2+^ levels (Tiscione et al, 2019) and MiT-TFE activation (Willett et al, 2017; Boutry et al, 2019; Contreras et al, 2020). Although we observed a similar association in cells lacking ESCRT-I, we could not confirm a causal relationship between improper intracellular cholesterol distribution and activation of TFEB/TFE3 signaling. On the other hand, availability of lysosomal cholesterol was shown to stimulate mTORC1 signaling, resulting in increased S6K and 4E-BP1 phosphorylation (Castellano et al, 2017; Lim et al, 2019; Davis et al, 2021). We observed that upon ESCRT-I deficiency, the impaired delivery of cholesterol via endolysosomal trafficking is not associated with general inhibition of mTORC1 signaling. However, it is possible that, despite the shortage of cholesterol derived from endolysosomal trafficking in cells lacking ESCRT-I, the general mTORC1 signaling is maintained by additional intracellular stimuli. They could involve elevated cholesterol biosynthesis reported here or induction of growth factor signaling cascades that have been shown to occur upon ESCRT dysfunction (Szymanska et al, 2018).

Cancer cells often exhibit constitutive activation of MiT-TFE transcription factors that improves lysosomal degradation to support accelerated rates of growth (Perera et al, 2019). Intriguingly, our data show that basal TFEB/TFE3 nuclear accumulation in RKO cells is not because of Ca^2+^-MCOLN1-calcineurin signaling but depends on the presence of lipids in the medium. Our discovery that inhibition of Ca^2+^ signaling in control cells increased TFEB/TFE3 nuclear abundance and reduced TFEB phosphorylation was consistent with a report showing that MCOLN1-Ca^2+^ signaling stimulates mTOR kinase activity (Li et al, 2016).

Overall, our work unravels the complexity of regulating the TFEB/TFE3 pathway under basal conditions and upon starvation-like signaling due to inhibited delivery of cargo for lysosomal degradation. Understanding such interplay may point to new strategies for cancer treatment (Perera et al, 2019). Further studies may address whether cancer cells with increased basal lysosomal function via MiT-TFE signaling could be particularly dependent on lysosomal membrane protein turnover that, as we show here, is mediated by ESCRT-I.

## Materials and Methods

### Antibodies

The following antibodies were used: anti-Tsg101 (Cat. no. ab83) and anti-Vps28 (Cat. no. ab167172) from Abcam; anti-TFEB (Cat. no. 4240S), anti-P-TFEB (S122, Cat. no. 86843 and S211, Cat. no. 37681), anti-TFE3 (Cat. no. 14779S), anti-P-Ulk1 (S757, Cat. no. 6888), anti-P-4E-BP1 (Thr37/46, Cat. no. 2855), anti-P-S6K1 (Thr389, Cat. no. 9234), anti-mTOR (Cat. no. 2983), and anti-HA-Tag (Cat. no. 2367) from Cell Signaling Technologies; anti-LAMP1 (Cat. no. H4A3) from DSHB; anti-mono- and -polyubiquitinylated conjugates (Cat. no. BML-PW8810) from Enzo Life Sciences; anti-GFP (Cat. no. AF4240) from R&D Systems; anti-GAPDH (Cat. no. sc-25778) and anti-lamin A/C (Cat. no. sc-7292) from Santa Cruz; anti-histone H3 (Cat. no. H0164), anti-LAMP1 (Cat. no. L-1418), anti-vinculin (Cat. no. V9131-.2ML), and anti-tubulin (Cat. no. T5168) from Sigma-Aldrich; secondary HRP-conjugated goat anti-mouse, goat anti-rabbit, and bovine anti-goat antibodies from Jackson ImmunoResearch; and secondary Alexa Fluor 488–conjugated donkey anti-mouse and Alexa Fluor 647–conjugated donkey anti-rabbit antibodies from Thermo Fisher Scientific.

### Plasmids

To obtain EGFP-MCOLN1 construct for lentiviral transduction, human MCOLN1 was amplified by PCR using the following oligonucleotides with overhangs (underlined): 5′-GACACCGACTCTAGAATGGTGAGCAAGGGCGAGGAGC-3′ (forward) and 5′-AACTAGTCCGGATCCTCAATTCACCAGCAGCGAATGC-3′ (reverse) from the mucolipin1-pEGFP C3 (plasmid #62960; Addgene) construct and subcloned into XbaI and BamHI restriction sites of the pLenti-CMV-MCS-GFP-SV-puro (plasmid #73582; Addgene) vector using the sequence- and ligation-independent cloning (SLIC) method as described elsewhere (Jeong et al, 2012). The mucolipin1-pEGFP C3 (plasmid #62960; Addgene) construct was a gift from Paul Luzio (Pryor et al, 2006). pRK5-HA GST RagC WT (plasmid #19304; Addgene) and pRK5-HA GST RagC 75L (plasmid #19305; Addgene) were a gift from David Sabatini (Sancak et al, 2008). psPAX2 (plasmid #12260; Addgene) and pMD2.G (plasmid #12259; Addgene) lentiviral packaging plasmids were a gift from Didier Trono.

### Cell culture and treatment

DLD-1 colon adenocarcinoma and HEK293 and HEK293T embryonic kidney cells were maintained in DMEM (M2279; Sigma-Aldrich) supplemented with 10% (vol/vol) FBS (F7524; Sigma-Aldrich) and 2 mM L-glutamine (G7513; Sigma-Aldrich). RKO colon carcinoma cells were cultured in Eagle’s minimum essential medium (EMEM, ATCC, 30-2003) supplemented with 10% (vol/vol) FBS. Both cell lines were regularly tested as mycoplasma-negative, and their identities were confirmed by short tandem repeat profiling performed by the ATCC Cell Authentication Service.

Cycloheximide (01810; Sigma-Aldrich) was applied at 100 μg/ml concentration for 4 or 8 h. BAPTA-AM (sc-202488; Santa Cruz) was applied to chelate the intracellular pool of calcium at 10 μM concentration for 2 h. To inhibit MCOLN1 calcium channel or calcineurin activity, ML-SI1 (GW 405833; Cayman Chemical) or cyclosporine A (sc-3503; Santa Cruz) were used, respectively, for 2 h both at 25 μM. Bafilomycin A1 (B1793; Sigma-Aldrich) at 50 nM concentration was applied for 18 h to inhibit lysosomal degradation. To inhibit mTOR activity, INK128 (S2811; Selleckchem) was used at 1 μM concentration for 2 h. A total of 20 μM water-soluble cholesterol (C4951; Sigma-Aldrich) was added for 48 h. Cells were live-stained with 50 nM or 500 nM LysoTracker Red DND-99 (L7528; Thermo Fisher Scientific) for 30 min for live or fixed cell imaging, respectively. EMEM medium supplemented with delipidated FBS (S181L; Biowest) was used for 40 h to deprive cells of exogenous lipids. To culture cells in nutrient-deficient medium, Earle’s balanced salts solution (EBSS, E2888; Sigma-Aldrich) was used.

### Cell transfection and lentiviral transduction

RKO cells were seeded on six-well plates (0.8 × 10^5^ cells/well) for Western blotting and quantitative real-time PCR (qRT-PCR) experiments, on P100 dish (0.9 × 10^6^ cells per dish) for cellular fractionation experiment or on 0.2% gelatin (G1890; Sigma-Aldrich)–covered 96-well plate (655-090; Grainer Bio-One) (0.25 or 0.4 × 10^3^ cells/well) for confocal microscopy. DLD-1 cells were seeded on a 6-well plate (0.8 × 10^5^ cells/well) for Western blotting or on a 96-well plate (655-090; Grainer Bio-One) (0.2 × 10^3^ cells/well) for microscopy. Then 24 h after seeding, cells were transfected with 30 nM siRNAs using Lipofectamine RNAiMAX Transfection Reagent (13778150; Thermo Fisher Scientific) according the manufacturer’s instructions and imaged or harvested after 48 or 72 h post transfection (hpt). The following Ambion Silencer Select siRNAs (Thermo Fisher Scientific) were used: Negative Control No. 1 (siCtrl#1, 4390843) and Negative Control No. 2 (siCtrl#2, 4390846); siTsg101#1 (s14439), siTsg101#2 (s14440), siVps28#1 (s27577), siVps28#2 (s27579), siTFEB (s15496), and siTFE3 (s14031). In experiments with simultaneous knockdown of three genes, the total concentration of siRNA was adjusted to 60 nM using siCtrl#1. For overexpression of HA-GST-RagC constructs, 24 h after siRNA transfection, RKO cells were transfected with plasmids using Lipofectamine 2000 Transfection Reagent (11668019; Thermo Fisher Scientific).

For overexpression of EGFP-tagged MCOLN1, lentiviral particles were produced in HEK293T cells using packaging plasmids: psPAX2 and pMD2.G, as described elsewhere (Barde et al, 2010). Subsequently, 1 × 10^6^ RKO cells were grown in 5 ml of virus-containing EMEM medium on P60 dish for 24 h. Then, cells were split and grown in selection EMEM medium containing 1 μg/ml puromycin for 72 h.

For CRISPR/Cas9–mediated knockout of the *TSG101* gene, two control nontargeting and four targeting different gRNA sequences (Doench et al, 2016) were cloned into the lentiCRISPRv2 vector and were lentivirally introduced into RKO cells in the same way as described above for EGFP-MCOLN1 overexpression. The efficiency of gene expression silencing was tested by Western blotting, and two targeting sequences causing the strongest reduction of Tsg101 protein levels were chosen for further experiments. The sequences of gRNAs used in this study are: gCtrl#1- CGCTTCCGCGGCCCGTTCAA, gCtrl#2- CTGAAAAAGGAAGGAGTTGA, gTsg101#1- AGGGAACTAATGAACCTCAC, gTsg101#2- ATCCGCCATACCAGGCAACG. 

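Each gRNA of 20 bases was compared with both strands of the GRCh37 genome. The target of gTsg101#1 occurs at 1 place, on chromosome 11 from 18537672 to 18537691 on the minus strand, which is the coding strand of TSG101, in the coding part of exon 3 of 10 (transcript ENST00000251968). It is followed by the protospacer-adjacent motif TGG, in the context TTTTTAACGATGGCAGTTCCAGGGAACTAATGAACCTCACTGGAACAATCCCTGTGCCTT. The target of gTsg101#2 also occurs at 1 place, from 18531102 to 18531121 on the same strand, in the coding part of exon 5, and is followed by GGG, in the context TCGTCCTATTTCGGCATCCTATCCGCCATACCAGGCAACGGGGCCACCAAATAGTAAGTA. The sequences of gCtrl#1 and gCtrl#2 have 0 exact matches in the genome; sites with mismatches were not searched.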

For analysis of the effects of *TSG101* knockout, RKO cells were transduced with lentiviral particles containing control or gene-targeting vectors for 1 h and selected with 1 μg/ml puromycin (58-58-2; TOKU-E) for 72 h.

### Lysosomal staining

For live cell imaging, cells were incubated for 30 min with 50 nM LysoTracker as described elsewhere (Hirst et al, 2015). Subsequently, cells were washed with probe-free medium and immediately imaged. For fixed cell imaging, cells were incubated for 30 min with 500 nM LysoTracker and fixed with 3.6% paraformaldehyde for 15 min on ice followed by 15 min incubation at room temperature. After three washes with PBS, cells were immunostained.

### Immunofluorescence staining and microscopy

Cells seeded on 0.2% gelatin–coated plates (655-090; Greiner Bio-One) were fixed with 3.6% paraformaldehyde at room temperature and immunostained as described elsewhere (Maminska et al, 2016). Cell nuclei were marked with DAPI (D9542; Sigma-Aldrich), Hoechst (H1399; Thermo Fisher Scientific), or DRAQ7 (D15106; Thermo Fisher Scientific) dye, as indicated in the figure legends. Also, 1 μg/ml pepstatin A BODIPY FL Conjugate (P12271; Thermo Fisher Scientific) was used to probe cathepsin D in fixed cells as described (Chen et al, 2000). Filipin III (F4767; Sigma-Aldrich) was used to stain intracellular cholesterol according to manufacturer instructions. Plates were scanned using Opera Phenix high content screening microscope (PerkinElmer) with 40 × 1.1 NA water immersion objective. Harmony 4.9 software (PerkinElmer) was applied for image acquisition and their quantitative analysis. For quantification of chosen parameters (mean area of vesicular structures, fluorescence intensity per structure, percentage of cells with nuclear staining, or colocalization expressed as Pearson’s correlation coefficient), more than 10 microscopic fields were analyzed per each experimental condition. Maximum intensity projection images were obtained from three to five z-stack planes with 1-μm interval. Pictures were assembled in ImageJ and Photoshop (Adobe) with only linear adjustments of contrast and brightness.

### Western blotting

Cells were lysed in RIPA buffer (1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris pH 7.4, 150 mM NaCl, and 0.5 mM EDTA) supplemented with protease inhibitor cocktail (6 μg/ml chymostatin, 0.5 μg/ml leupeptin, 10 μg/ml antipain, 2 μg/ml aprotinin, 0.7 μg/ml pepstatin A, and 10 μg/ml 4-amidinophenylmethanesulfonyl fluoride hydrochloride; Sigma-Aldrich) and phosphatase inhibitor cocktails 2 and 3 (P5726 and P0044; Sigma-Aldrich). Protein concentration was measured with the BCA Protein Assay Kit (23225; Thermo Fisher Scientific). Subsequently, 15–25 μg of total protein per sample were resolved on 8–14% SDS–PAGE and transferred onto a nitrocellulose membrane (Amersham Hybond, 10600002; GE Healthcare Life Science). Membranes were blocked in 5% milk in PBS followed by incubation with specific primary and secondary antibodies. For signal detection, the Clarity Western ECL Substrate (170-5061; Bio-Rad) and ChemiDoc imaging system (Bio-Rad) were applied. Densitometric analysis of Western blotting bands was performed using Image Lab 6.0.1 software (Bio-Rad). The raw data were normalized to vinculin band intensities and presented as fold levels to the average of siCtrl#1 and siCtrl#2.

### Cell fractionation

Cellular fractionation was performed as described elsewhere (Suzuki et al, 2010). Briefly, cells growing on the P100 dish were washed with ice-cold PBS, scraped, and collected in 1.5-ml micro-centrifuge tube. After centrifugation (10 s, 1.7 × 10^3^ g), the pellet was resuspended in 900 μl of ice-cold 0.1% NP40 (IGEPAL CA-630, I8896; Sigma-Aldrich) in PBS, and 300 μl of the lysate (whole cell lysate fraction, W) was transferred to a separate tube. The remaining material was centrifuged (10 s, 1.2 × 10^4^ g), and the pellet was resuspended in 1 ml of ice-cold 0.1% NP40 in PBS and centrifuged (10 s, 1.2 × 10^4^ g). The pellet (∼20 μl) was resuspended in 180 μl of 1 × Laemmli sample buffer (nuclear fraction, N). Lysates were sonicated and boiled for 1 min at 95°C.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was isolated from cells with the High Pure Isolation Kit (11828665001; Roche) according to the manufacturer’s instruction. For cDNA preparation, 500 ng of total RNA, random nonamers (R7647; Sigma-Aldrich), oligo(dT)23 (O4387; Sigma-Aldrich), and M-MLV reverse transcriptase (M1302; Sigma-Aldrich) were used. Primers were designed using the NCBI Primer designing tool and custom-synthesized by Sigma-Aldrich. The sequences of primers were listed in Supplementary Table. For two to three technical repeats for each experimental conditions, cDNA sample amplification was performed with the KAPA SYBR FAST qPCR Kit (KK4618; KapaBiosystems) using the 7900HT Fast Real-Time PCR thermocycler (Applied Biosystems). Obtained data were normalized according to the expression level of the *GAPDH* (glyceraldehyde 3-phosphate dehydrogenase) housekeeping gene. Results are presented as fold change compared to siCtrl#1.

Table S1 List of primers used for assessing the levels of indicated human transcripts using qRT-PCR. Nucleotide sequences of both forward and reverse primers are provided.

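The primer pairs of Table S1 amplify a stretch of each transcript's cDNA, whose amount qRT-PCR then reports relative to that of a reference gene. Each pair was placed on the annotated transcripts of its gene in GRCh37, requiring exact matches. The GAPDH pair gives a product of 159 bp in 9 of 11 transcripts, and the NPC1 pair one of 199 bp in 2 of 14. The product of the MSMO1 pair is 169 bp long and present in 4 of 5 transcripts, and that of the HMGCS1 pair is 127 bp long and present in 2 of 7. The DHCR7 pair gives 181 bp in 1 of 20 transcripts, since its forward primer matches 1 of them and its reverse primer 14. The products of these 5 pairs span at least 3 exons each of the gene itself; products from intronless copies in the genome were not searched, and the GAPDH reverse primer matches 6 places outside GAPDH. The MCOLN1 forward primer has 0 exact matches in the 10 transcripts of MCOLN1 and 0 in the genome, whereas the reverse primer matches 5 of the transcripts. No annotated transcript of another gene matched both primers of any pair.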

### Transcriptome analysis by RNA sequencing (RNA-Seq)

Transcriptome analysis of RKO cells was performed as described elsewhere (Kolmus et al, 2021). Briefly, the cell pellet was collected 72 h posttransfection with siRNAs. To generate sequencing library, Ion AmpliSeq Transcriptome Human Gene Expression Panel (Thermo Fisher Scientific) was used. Sequencing was performed with the Ion PI Hi-Q Sequencing 200 Kit (Thermo Fisher Scientific) using the Ion Proton instrument. Alignment of reads to the hg19 AmpliSeq Transcriptome ERCC v1 was performed with the Torrent Mapping Alignment Program (version 5.0.4; Thermo Fisher Scientific), followed by transcript quantification with HTseq-count (version 0.6.0). Differential gene expression analysis was performed for genes with more than 100 counts across conditions using the R package DESeq2 (version 1.18.1; [Love et al, 2014]). Nonprotein coding genes were excluded from the analysis. The expression levels in all samples were normalized to those in siCtrl#1-transfected cells. Only genes characterized by adjusted *P*-value < 0.05 were considered as significant. Obtained counts were transformed using the transcript per million normalization method and converted to obtain Z-scores. The set of differentially expressed genes that were common for all on-target siRNAs was subjected to gene ontology analysis of biological processes using clusterProfiler (version 3.6.0; [Yu et al, 2012]) and corrected for multiple testing using the Benjamini–Hochberg method. To reduce the redundancy of terms, a 0.6 cutoff was applied. Heatmaps of differentially expressed genes were generated using ComplexHeatmap (version 1.17.1; [Gu et al, 2016]). The abovementioned calculations and visualizations were performed in R version 3.4.4 (https://www.R-project.org).

### EM sample preparation, processing, and imaging

RKO cells were seeded on Nunc Thermanox coverslips (150067; Thermo Fisher Scientific) on a 24-well plate. Furthermore, 24 h after seeding, cells were transfected with 30 nM siRNAs. Then 72 h after transfection, cells were fixed in 2.5% glutaraldehyde for 2 h, then washed three times with PBS, postfixed with 1% osmium tetroxide for 1 h, washed with water, and incubated in 1% aqueous uranyl acetate overnight at 4°C. Then the cells were dehydrated with increasing dilutions of ethanol, infiltrated with epoxy resin (45-359-1EA-F; Sigma-Aldrich), embedded using BEEM capsules (Hanson et al, 2010), and incubated at 60°C for 72 h. Then polymerized blocks were trimmed and cut with a Leica ultramicrotome (EM UC7) for ultrathin sections (65 nm thick) and collected on copper grids, mesh 300 (AGG2300C; Agar Scientific). Specimen grids were examined with a transmission electron microscope Tecnai T12 BioTwin (FEI) equipped with a 16-megapixel TemCam-F416 (R) camera (TVIPS GmbH).

### Statistical analysis

Data are shown as mean ± SEM from at least three independent biological experiments. Statistical analysis was performed using the Prism 8.4.3 (GraphPad Software) using the unpaired two-tailed *t* test (for qRT-PCR analysis, Western blotting densitometry and % of cells with TFEB or TFE3 in the nucleus from confocal microcopy analysis) or paired two-tailed *t* test (for quantified parameters from confocal microcopy analysis representing fluorescence intensity, mean structure area, and Pearson’s correlation coefficient). The significance of mean comparison is annotated as follows: ns, nonsignificant (*P* ≥ 0.05) or indicated with exact *P*-value, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Results were considered significant when *P* < 0.05.

## Data Availability

The RNA sequencing data have been deposited to Gene Expression Omnibus under the accession number: GSE178665 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178665).

## Supplementary Material

Reviewer comments

## References

[bib1] Alesi N, Akl EW, Khabibullin D, Liu HJ, Nidhiry AS, Garner ER, Filippakis H, Lam HC, Shi W, Viswanathan SR, (2021) TSC2 regulates lysosome biogenesis via a non-canonical RAGC and TFEB-dependent mechanism. Nat Commun 12: 4245. 10.1038/s41467-021-24499-634253722PMC8275687

[bib2] Astanina E, Bussolino F, Doronzo G (2021) Multifaceted activities of transcription factor EB in cancer onset and progression. Mol Oncol 15: 327–346. 10.1002/1878-0261.1286733252196PMC7858119

[bib3] Aston D, Capel RA, Ford KL, Christian HC, Mirams GR, Rog-Zielinska EA, Kohl P, Galione A, Burton RA, Terrar DA (2017) High resolution structural evidence suggests the Sarcoplasmic Reticulum forms microdomains with Acidic Stores (lysosomes) in the heart. Sci Rep 7: 40620. 10.1038/srep4062028094777PMC5240626

[bib4] Bache KG, Slagsvold T, Cabezas A, Rosendal KR, Raiborg C, Stenmark H (2004) The growth-regulatory protein HCRP1/hVps37A is a subunit of mammalian ESCRT-I and mediates receptor down-regulation. Mol Biol Cell 15: 4337–4346. 10.1091/mbc.e04-03-025015240819PMC515363

[bib5] Ballabio A (2016) The awesome lysosome. EMBO Mol Med 8: 73–76. 10.15252/emmm.20150596626787653PMC4734841

[bib6] Banach-Orlowska M, Jastrzebski K, Cendrowski J, Maksymowicz M, Wojciechowska K, Korostynski M, Moreau D, Gruenberg J, Miaczynska M (2018) The topology of the lymphotoxin beta receptor that accumulates upon endolysosomal dysfunction dictates the NF-kappaB signaling outcome. J Cell Sci 131: jcs218883. 10.1242/jcs.21888330333141

[bib7] Bandyopadhyay D, Cyphersmith A, Zapata JA, Kim YJ, Payne CK (2014) Lysosome transport as a function of lysosome diameter. PLoS One 9: e86847. 10.1371/journal.pone.008684724497985PMC3908945

[bib8] Barde I, Salmon P, Trono D (2010) Production and titration of lentiviral vectors. Curr Protoc Neurosci 4: 21. 10.1002/0471142301.ns0421s5320938923

[bib9] Boutry M, Pierga A, Matusiak R, Branchu J, Houllegatte M, Ibrahim Y, Balse E, El Hachimi KH, Brice A, Stevanin G, (2019) Loss of spatacsin impairs cholesterol trafficking and calcium homeostasis. Commun Biol 2: 380. 10.1038/s42003-019-0615-z31637311PMC6797781

[bib10] Brovkovych V, Aldrich A, Li N, Atilla-Gokcumen GE, Frasor J (2019) Removal of serum lipids and lipid-derived metabolites to investigate breast cancer cell biology. Proteomics 19: e1800370. 10.1002/pmic.20180037030919589PMC6742575

[bib11] Castellano BM, Thelen AM, Moldavski O, Feltes M, van der Welle RE, Mydock-McGrane L, Jiang X, van Eijkeren RJ, Davis OB, Louie SM, (2017) Lysosomal cholesterol activates mTORC1 via an SLC38A9-Niemann-Pick C1 signaling complex. Science 355: 1306–1311. 10.1126/science.aag141728336668PMC5823611

[bib12] Chen CS, Chen WN, Zhou M, Arttamangkul S, Haugland RP (2000) Probing the cathepsin D using a BODIPY FL-pepstatin A: Applications in fluorescence polarization and microscopy. J Biochem Biophys Methods 42: 137–151. 10.1016/s0165-022x(00)00048-810737220

[bib13] Cheng X, Shen D, Samie M, Xu H (2010) Mucolipins: Intracellular TRPML1-3 channels. FEBS Lett 584: 2013–2021. 10.1016/j.febslet.2009.12.05620074572PMC2866799

[bib14] Contreras PS, Tapia PJ, González-Hódar L, Peluso I, Soldati C, Napolitano G, Matarese M, Heras ML, Valls C, Martinez A, (2020) c-Abl inhibition activates TFEB and promotes cellular clearance in a lysosomal disorder. iScience 23: 101691. 10.1016/j.isci.2020.10169133163944PMC7607485

[bib15] Davis OB, Shin HR, Lim CY, Wu EY, Kukurugya M, Maher CF, Perera RM, Ordonez MP, Zoncu R (2021) NPC1-mTORC1 signaling couples cholesterol sensing to organelle homeostasis and is a targetable pathway in Niemann-Pick type C. Dev Cell 56: 260–276.e7. 10.1016/j.devcel.2020.11.01633308480PMC8919971

[bib16] de Araujo MEG, Liebscher G, Hess MW, Huber LA (2020) Lysosomal size matters. Traffic 21: 60–75. 10.1111/tra.1271431808235PMC6972631

[bib89] Doench JG, Fusi N, Sullender M, Hegde M, Vaimgerg EW, Donoban KF, Smith I, Tothova Z, Wilen C, Orchard R, (2016) Optimized sgRNA design to maximize activity and minimize off-target effects of CRISPR-Cas9. Nat Biotechnol 34: 184–191. 10.1038/nbt.343726780180PMC4744125

[bib17] Doyotte A, Russell MR, Hopkins CR, Woodman PG (2005) Depletion of TSG101 forms a mammalian [L8D2Q2M0]class E[R8D2Q2M1] compartment: A multicisternal early endosome with multiple sorting defects. J Cell Sci 118: 3003–3017. 10.1242/jcs.0242116014378

[bib18] Du X, Kazim AS, Brown AJ, Yang H (2012) An essential role of Hrs/Vps27 in endosomal cholesterol trafficking. Cell Rep 1: 29–35. 10.1016/j.celrep.2011.10.00422832105

[bib19] Du X, Kazim AS, Dawes IW, Brown AJ, Yang H (2013) The AAA ATPase VPS4/SKD1 regulates endosomal cholesterol trafficking independently of ESCRT-III. Traffic 14: 107–119. 10.1111/tra.1201523009658

[bib20] Eriksson I, Wäster P, Öllinger K (2020) Restoration of lysosomal function after damage is accompanied by recycling of lysosomal membrane proteins. Cell Death Dis 11: 370. 10.1038/s41419-020-2527-832409651PMC7224388

[bib21] Filimonenko M, Stuffers S, Raiborg C, Yamamoto A, Malerød L, Fisher EM, Isaacs A, Brech A, Stenmark H, Simonsen A (2007) Functional multivesicular bodies are required for autophagic clearance of protein aggregates associated with neurodegenerative disease. J Cell Biol 179: 485–500. 10.1083/jcb.20070211517984323PMC2064794

[bib22] Grimm C, Bartel K, Vollmar AM, Biel M (2018) Endolysosomal cation channels and cancer-A link with great potential. Pharmaceuticals (Basel) 11: 4. 10.3390/ph11010004PMC587470029303993

[bib23] Gu Z, Eils R, Schlesner M (2016) Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics 32: 2847–2849. 10.1093/bioinformatics/btw31327207943

[bib24] Hanson HH, Reilly JE, Lee R, Janssen WG, Phillips GR (2010) Streamlined embedding of cell monolayers on gridded glass-bottom imaging dishes for correlative light and electron microscopy. Microsc Microanal 16: 747–754. 10.1017/S143192761009409220961484PMC2995264

[bib25] Henne WM, Stenmark H, Emr SD (2013) Molecular mechanisms of the membrane sculpting ESCRT pathway. Cold Spring Harb Perspect Biol 5: a016766. 10.1101/cshperspect.a01676624003212PMC3753708

[bib26] Hess MW, Huber LA (2021) Measuring lysosomal size and frequency by electron microscopy. Methods Cell Biol 164: 47–61. 10.1016/bs.mcb.2020.10.01934225918

[bib27] Hirst J, Edgar JR, Esteves T, Darios F, Madeo M, Chang J, Roda RH, Dürr A, Anheim M, Gellera C, (2015) Loss of AP-5 results in accumulation of aberrant endolysosomes: Defining a new type of lysosomal storage disease. Hum Mol Genet 24: 4984–4996. 10.1093/hmg/ddv22026085577PMC4527494

[bib28] Holaska JM, Black BE, Rastinejad F, Paschal BM (2002) Ca2+-dependent nuclear export mediated by calreticulin. Mol Cell Biol 22: 6286–6297. 10.1128/mcb.22.17.6286-6297.200212167720PMC133999

[bib29] Ikonen E (2008) Cellular cholesterol trafficking and compartmentalization. Nat Rev Mol Cell Biol 9: 125–138. 10.1038/nrm233618216769

[bib30] Jeong JY, Yim HS, Ryu JY, Lee HS, Lee JH, Seen DS, Kang SG (2012) One-step sequence- and ligation-independent cloning as a rapid and versatile cloning method for functional genomics studies. Appl Environ Microbiol 78: 5440–5443. 10.1128/AEM.00844-1222610439PMC3416421

[bib31] Jia J, Claude-Taupin A, Gu Y, Choi SW, Peters R, Bissa B, Mudd MH, Allers L, Pallikkuth S, Lidke KA, (2020) Galectin-3 coordinates a cellular system for lysosomal repair and removal. Dev Cell 52: 69–87.e8. 10.1016/j.devcel.2019.10.02531813797PMC6997950

[bib32] Kolmus K, Erdenebat P, Szymańska E, Stewig B, Goryca K, Derezińska-Wołek E, Szumera-Ciećkiewicz A, Brewińska-Olchowik M, Piwocka K, Prochorec-Sobieszek M, (2021) Concurrent depletion of Vps37 proteins evokes ESCRT-I destabilization and profound cellular stress responses. J Cell Sci 134: jcs250951. 10.1242/jcs.25095133419951

[bib33] Lakpa KL, Khan N, Afghah Z, Chen X, Geiger JD (2021) Lysosomal stress response (LSR): Physiological importance and pathological relevance. J Neuroimmune Pharmacol 16: 219–237. 10.1007/s11481-021-09990-733751445PMC8099033

[bib34] Lee C, Lamech L, Johns E, Overholtzer M (2020) Selective lysosome membrane turnover is induced by nutrient starvation. Dev Cell 55: 289–297.e4. 10.1016/j.devcel.2020.08.00832916093PMC8337093

[bib35] Li RJ, Xu J, Fu C, Zhang J, Zheng YG, Jia H, Liu JO (2016) Regulation of mTORC1 by lysosomal calcium and calmodulin. Elife 5: e19360. 10.7554/eLife.1936027787197PMC5106211

[bib36] Lieberman AP, Puertollano R, Raben N, Slaugenhaupt S, Walkley SU, Ballabio A (2012) Autophagy in lysosomal storage disorders. Autophagy 8: 719–730. 10.4161/auto.1946922647656PMC3378416

[bib37] Lim CY, Davis OB, Shin HR, Zhang J, Berdan CA, Jiang X, Counihan JL, Ory DS, Nomura DK, Zoncu R (2019) ER-lysosome contacts enable cholesterol sensing by mTORC1 and drive aberrant growth signalling in Niemann-Pick type C. Nat Cell Biol 21: 1206–1218. 10.1038/s41556-019-0391-531548609PMC6936960

[bib38] Liu J, Farmer JD Jr., Lane WS, Friedman J, Weissman I, Schreiber SL (1991) Calcineurin is a common target of cyclophilin-cyclosporin A and FKBP-FK506 complexes. Cell 66: 807–815. 10.1016/0092-8674(91)90124-h1715244

[bib39] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550. 10.1186/s13059-014-0550-825516281PMC4302049

[bib40] Luo J, Yang H, Song BL (2020) Mechanisms and regulation of cholesterol homeostasis. Nat Rev Mol Cell Biol 21: 225–245. 10.1038/s41580-019-0190-731848472

[bib41] Luzio JP, Pryor PR, Bright NA (2007) Lysosomes: Fusion and function. Nat Rev Mol Cell Biol 8: 622–632. 10.1038/nrm221717637737

[bib42] Machado ER, Annunziata I, van de Vlekkert D, Grosveld GC, d’Azzo A (2021) Lysosomes and cancer progression: A malignant liaison. Front Cell Dev Biol 9: 642494. 10.3389/fcell.2021.64249433718382PMC7952443

[bib43] Maminska A, Bartosik A, Banach-Orlowska M, Pilecka I, Jastrzebski K, Zdzalik-Bielecka D, Castanon I, Poulain M, Neyen C, Wolinska-Niziol L, (2016) ESCRT proteins restrict constitutive NF-kappaB signaling by trafficking cytokine receptors. Sci Signal 9: ra8. 10.1126/scisignal.aad084826787452

[bib44] Martina JA, Chen Y, Gucek M, Puertollano R (2012) MTORC1 functions as a transcriptional regulator of autophagy by preventing nuclear transport of TFEB. Autophagy 8: 903–914. 10.4161/auto.1965322576015PMC3427256

[bib45] Martina JA, Diab HI, Brady OA, Puertollano R (2016) TFEB and TFE3 are novel components of the integrated stress response. EMBO J 35: 479–495. 10.15252/embj.20159342826813791PMC4772850

[bib46] Martina JA, Puertollano R (2013) Rag GTPases mediate amino acid-dependent recruitment of TFEB and MITF to lysosomes. J Cell Biol 200: 475–491. 10.1083/jcb.20120913523401004PMC3575543

[bib47] Medina DL, Di Paola S, Peluso I, Armani A, De Stefani D, Venditti R, Montefusco S, Scotto-Rosato A, Prezioso C, Forrester A, (2015) Lysosomal calcium signalling regulates autophagy through calcineurin and ​TFEB. Nat Cell Biol 17: 288–299. 10.1038/ncb311425720963PMC4801004

[bib48] Morshed S, Tasnin MN, Ushimaru T (2020) ESCRT machinery plays a role in microautophagy in yeast. BMC Mol Cell Biol 21: 70. 10.1186/s12860-020-00314-w33028189PMC7542719

[bib49] Napolitano G, Di Malta C, Esposito A, de Araujo MEG, Pece S, Bertalot G, Matarese M, Benedetti V, Zampelli A, Stasyk T, (2020) A substrate-specific mTORC1 pathway underlies Birt-Hogg-Dubé syndrome. Nature 585: 597–602. 10.1038/s41586-020-2444-032612235PMC7610377

[bib50] Ng S, Wu YT, Chen B, Zhou J, Shen HM (2011) Impaired autophagy due to constitutive mTOR activation sensitizes TSC2-null cells to cell death under stress. Autophagy 7: 1173–1186. 10.4161/auto.7.10.1668121808151

[bib51] Peña-Llopis S, Vega-Rubin-de-Celis S, Schwartz JC, Wolff NC, Tran TA, Zou L, Xie XJ, Corey DR, Brugarolas J (2011) Regulation of TFEB and V-ATPases by mTORC1. EMBO J 30: 3242–3258. 10.1038/emboj.2011.25721804531PMC3160667

[bib52] Perera RM, Di Malta C, Ballabio A (2019) MiT/TFE family of transcription factors, lysosomes, and cancer. Annu Rev Cancer Biol 3: 203–222. 10.1146/annurev-cancerbio-030518-05583531650096PMC6812561

[bib53] Perera RM, Zoncu R (2016) The lysosome as a regulatory hub. Annu Rev Cell Dev Biol 32: 223–253. 10.1146/annurev-cellbio-111315-12512527501449PMC9345128

[bib54] Pierzynska-Mach A, Janowski PA, Dobrucki JW (2014) Evaluation of acridine orange, LysoTracker Red, and quinacrine as fluorescent probes for long-term tracking of acidic vesicles. Cytometry A 85: 729–737. 10.1002/cyto.a.2249524953340

[bib55] Pryor PR, Reimann F, Gribble FM, Luzio JP (2006) Mucolipin-1 is a lysosomal membrane protein required for intracellular lactosylceramide traffic. Traffic 7: 1388–1398. 10.1111/j.1600-0854.2006.00475.x16978393PMC7212080

[bib56] Radulovic M, Schink KO, Wenzel EM, Nähse V, Bongiovanni A, Lafont F, Stenmark H (2018) ESCRT-mediated lysosome repair precedes lysophagy and promotes cell survival. EMBO J 37: e99753. 10.15252/embj.20189975330314966PMC6213280

[bib57] Raiborg C, Stenmark H (2009) The ESCRT machinery in endosomal sorting of ubiquitylated membrane proteins. Nature 458: 445–452. 10.1038/nature0796119325624

[bib58] Roczniak-Ferguson A, Petit CS, Froehlich F, Qian S, Ky J, Angarola B, Walther TC, Ferguson SM (2012) The transcription factor TFEB links mTORC1 signaling to transcriptional control of lysosome homeostasis. Sci Signal 5: ra42. 10.1126/scisignal.200279022692423PMC3437338

[bib59] Saftig P, Klumperman J (2009) Lysosome biogenesis and lysosomal membrane proteins: Trafficking meets function. Nat Rev Mol Cell Biol 10: 623–635. 10.1038/nrm274519672277

[bib60] Sancak Y, Bar-Peled L, Zoncu R, Markhard AL, Nada S, Sabatini DM (2010) Ragulator-Rag complex targets mTORC1 to the lysosomal surface and is necessary for its activation by amino acids. Cell 141: 290–303. 10.1016/j.cell.2010.02.02420381137PMC3024592

[bib61] Sancak Y, Peterson TR, Shaul YD, Lindquist RA, Thoreen CC, Bar-Peled L, Sabatini DM (2008) The Rag GTPases bind raptor and mediate amino acid signaling to mTORC1. Science 320: 1496–1501. 10.1126/science.115753518497260PMC2475333

[bib62] Sardiello M, Palmieri M, di Ronza A, Medina DL, Valenza M, Gennarino VA, Di Malta C, Donaudy F, Embrione V, Polishchuk RS, (2009) A gene network regulating lysosomal biogenesis and function. Science 325: 473–477. 10.1126/science.117444719556463

[bib63] Schmidt O, Weyer Y, Sprenger S, Widerin MA, Eising S, Baumann V, Angelova M, Loewith R, Stefan CJ, Hess MW, (2020) TOR complex 2 (TORC2) signaling and the ESCRT machinery cooperate in the protection of plasma membrane integrity in yeast. J Biol Chem 295: 12028–12044. 10.1074/jbc.RA120.01322232611771PMC7443507

[bib64] Schmitz G, Müller G (1991) Structure and function of lamellar bodies, lipid-protein complexes involved in storage and secretion of cellular lipids. J Lipid Res 32: 1539–1570. 10.1016/s0022-2275(20)41642-61797938

[bib65] Settembre C, Zoncu R, Medina DL, Vetrini F, Erdin S, Erdin S, Huynh T, Ferron M, Karsenty G, Vellard MC, (2012) A lysosome-to-nucleus signalling mechanism senses and regulates the lysosome via mTOR and TFEB. EMBO J 31: 1095–1108. 10.1038/emboj.2012.3222343943PMC3298007

[bib66] Skowyra ML, Schlesinger PH, Naismith TV, Hanson PI (2018) Triggered recruitment of ESCRT machinery promotes endolysosomal repair. Science 360: eaar5078. 10.1126/science.aar507829622626PMC6195421

[bib67] Sun X, Yang Y, Zhong XZ, Cao Q, Zhu XH, Zhu X, Dong XP (2018) A negative feedback regulation of MTORC1 activity by the lysosomal Ca2+ channel MCOLN1 (mucolipin 1) using a CALM (calmodulin)-dependent mechanism. Autophagy 14: 38–52. 10.1080/15548627.2017.138982229460684PMC5846559

[bib68] Suzuki K, Bose P, Leong-Quong RY, Fujita DJ, Riabowol K (2010) REAP: A two minute cell fractionation method. BMC Res Notes 3: 294. 10.1186/1756-0500-3-29421067583PMC2993727

[bib69] Sweitzer TD, Hanover JA (1996) Calmodulin activates nuclear protein import: A link between signal transduction and nuclear transport. Proc Natl Acad Sci U S A 93: 14574–14579. 10.1073/pnas.93.25.145748962094PMC26175

[bib70] Szymanska E, Budick-Harmelin N, Miaczynska M (2018) Endosomal [L8D2Q2M0]sort[R8D2Q2M1] of signaling control: The role of ESCRT machinery in regulation of receptor-mediated signaling pathways. Semin Cell Dev Biol 74: 11–20. 10.1016/j.semcdb.2017.08.01228797837

[bib71] Szymańska E, Nowak P, Kolmus K, Cybulska M, Goryca K, Derezińska-Wołek E, Szumera-Ciećkiewicz A, Brewińska-Olchowik M, Grochowska A, Piwocka K, (2020) Synthetic lethality between VPS4A and VPS4B triggers an inflammatory response in colorectal cancer. EMBO Mol Med 12: e10812. 10.15252/emmm.20191081231930723PMC7005644

[bib72] Tang T, Yang ZY, Wang D, Yang XY, Wang J, Li L, Wen Q, Gao L, Bian XW, Yu SC (2020) The role of lysosomes in cancer development and progression. Cell Biosci 10: 131. 10.1186/s13578-020-00489-x33292489PMC7677787

[bib73] Tiscione SA, Vivas O, Ginsburg KS, Bers DM, Ory DS, Santana LF, Dixon RE, Dickson EJ (2019) Disease-associated mutations in Niemann-Pick type C1 alter ER calcium signaling and neuronal plasticity. J Cell Biol 218: 4141–4156. 10.1083/jcb.20190301831601621PMC6891088

[bib74] Trinh MN, Brown MS, Goldstein JL, Han J, Vale G, McDonald JG, Seemann J, Mendell JT, Lu F (2020) Last step in the path of LDL cholesterol from lysosome to plasma membrane to ER is governed by phosphatidylserine. Proc Natl Acad Sci U S A 117: 18521–18529. 10.1073/pnas.201068211732690708PMC7414171

[bib75] Trivedi PC, Bartlett JJ, Pulinilkunnil T (2020) Lysosomal biology and function: Modern view of cellular debris bin. Cells 9: 1131. 10.3390/cells9051131PMC729033732375321

[bib76] Vega-Rubin-de-Celis S, Peña-Llopis S, Konda M, Brugarolas J (2017) Multistep regulation of TFEB by MTORC1. Autophagy 13: 464–472. 10.1080/15548627.2016.127151428055300PMC5361595

[bib77] Vietri M, Radulovic M, Stenmark H (2020) The many functions of ESCRTs. Nat Rev Mol Cell Biol 21: 25–42. 10.1038/s41580-019-0177-431705132

[bib78] Wenzel EM, Schultz SW, Schink KO, Pedersen NM, Nähse V, Carlson A, Brech A, Stenmark H, Raiborg C (2018) Concerted ESCRT and clathrin recruitment waves define the timing and morphology of intraluminal vesicle formation. Nat Commun 9: 2932. 10.1038/s41467-018-05345-830050131PMC6062606

[bib79] Willett R, Martina JA, Zewe JP, Wills R, Hammond GRV, Puertollano R (2017) TFEB regulates lysosomal positioning by modulating TMEM55B expression and JIP4 recruitment to lysosomes. Nat Commun 8: 1580. 10.1038/s41467-017-01871-z29146937PMC5691037

[bib80] Xue L, Qi H, Zhang H, Ding L, Huang Q, Zhao D, Wu BJ, Li X (2020) Targeting SREBP-2-regulated mevalonate metabolism for cancer therapy. Front Oncol 10: 1510. 10.3389/fonc.2020.0151032974183PMC7472741

[bib81] Yang X, Reist L, Chomchai DA, Chen L, Arines FM, Li M (2021) ESCRT, not intralumenal fragments, sorts ubiquitinated vacuole membrane proteins for degradation. J Cell Biol 220: e202012104. 10.1083/jcb.20201210434047770PMC8167898

[bib82] Yang X, Zhang W, Wen X, Bulinski PJ, Chomchai DA, Arines FM, Liu YY, Sprenger S, Teis D, Klionsky DJ, (2020) TORC1 regulates vacuole membrane composition through ubiquitin- and ESCRT-dependent microautophagy. J Cell Biol 219: e201902127. 10.1083/jcb.20190212732045480PMC7055007

[bib83] Yoshimori T, Yamamoto A, Moriyama Y, Futai M, Tashiro Y (1991) Bafilomycin A1, a specific inhibitor of vacuolar-type H(+)-ATPase, inhibits acidification and protein degradation in lysosomes of cultured cells. J Biol Chem 266: 17707–17712. 10.1016/s0021-9258(19)47429-21832676

[bib84] Yu G, Wang LG, Han Y, He QY (2012) clusterProfiler: An R package for comparing biological themes among gene clusters. OMICS 16: 284–287. 10.1089/omi.2011.011822455463PMC3339379

[bib90] Zhang W, Yang X, Chen L, Liu Y, Venkatarangan V, Reist L, Hanson P, Xu H, Wang Y, Li M (2021) A conserved ubiquitin- and ESCRT-dependent pathway internalizes human lysosomal membrane proteins for degradation. PLoS Biol 19: e3001361. 10.1371/journal.pbio.300136134297722PMC8337054

[bib85] Zhang X, Cheng X, Yu L, Yang J, Calvo R, Patnaik S, Hu X, Gao Q, Yang M, Lawas M, (2016) MCOLN1 is a ROS sensor in lysosomes that regulates autophagy. Nat Commun 7: 12109. 10.1038/ncomms1210927357649PMC4931332

[bib86] Zhao Y, Du J, Xiong B, Xu H, Jiang L (2013a) ESCRT components regulate the expression of the ER/Golgi calcium pump gene PMR1 through the Rim101/Nrg1 pathway in budding yeast. J Mol Cell Biol 5: 336–344. 10.1093/jmcb/mjt02523933635

[bib87] Zhao Y, Du J, Zhao G, Jiang L (2013b) Activation of calcineurin is mainly responsible for the calcium sensitivity of gene deletion mutations in the genome of budding yeast. Genomics 101: 49–56. 10.1016/j.ygeno.2012.09.00523026396

[bib88] Zhu L, Jorgensen JR, Li M, Chuang YS, Emr SD (2017) ESCRTs function directly on the lysosome membrane to downregulate ubiquitinated lysosomal membrane proteins. Elife 6: e26403. 10.7554/eLife.2640328661397PMC5507667

How the deposited data were processed for this re-analysis (not part of the article)

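RKO cells, an established human colorectal cancer line, were transfected with 30 nM siRNA and collected after 72 h. The 18 libraries comprise 3 replicates of each of 6 siRNA groups, namely the nontargeting siCtrl#1 and siCtrl#2, siTsg101#1 and siTsg101#2, and siVps28#1 and siVps28#2. The condition and the replicate number of each library were taken from its label, in which the replicate number is also given as the batch. Every batch holds 1 library of each siRNA, so that batch and siRNA are not confounded.

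The authors prepared the libraries with the Ion AmpliSeq Transcriptome panel, sequenced them on an Ion Proton instrument, aligned the reads to the panel's hg19 reference with the Torrent Mapping Alignment Program and counted reads with HTseq-count. The counts they deposited are whole numbers of reads per transcript target, 1 list per library, with no normalization and no filter on low values. The paper's text does not name the strand setting of the counting, and the positions of the amplicons were not analysed here. Genes that overlap other genes or share sequence with paralogs or pseudogenes are therefore named with the larger of these limits where their changes are described. Shared sequence was measured in stretches of 50 bases, and overlap in exons, both in the GRCh37 annotation; which part of a transcript the panel reads was not known, so that these limits cover the whole transcript.

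The lists hold 20802 genes, of which 20228 were matched to a gene name and 574 were not; 12 symbols belong to more than 1 target. The 10 spike-in targets received 1 read in all libraries together and were left out. Between 2561790 and 7466916 reads per library were counted on genes. A gene with 100 counts over all libraries is measured with few reads in each, and the fold changes of genes near this minimum are correspondingly imprecise. The amplified reads carry no molecular identifiers, so that counting error is not the only error, and the spread between replicates was used for every test.

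As in the paper's methods, genes with more than 100 counts summed over the libraries were kept (10632), and genes of a noncoding type were left out (386 of them), which left 10246 tested genes, including 124 without a matched name. Counts were normalized by TMM and fitted with edgeR 4.0.16 under R 4.3.3, with the 6 siRNA groups in one model so that they share one estimate of the spread, and differences were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The contrasts were each of the 4 on-target siRNAs and siCtrl#2 against siCtrl#1, the mean of the 4 on-target siRNAs against siCtrl#1, and the mean of both siTsg101 groups against the mean of both siVps28 groups. The quasi-likelihood test reports no standard error. Those given with log2 fold changes are the absolute change divided by the square root of the test's F value, and are approximate. A change was called at 1.5-fold or more with an adjusted p-value under 0.05, the thresholds in the legend of Fig 3A. Common genes passed both thresholds in the same direction with all 4 on-target siRNAs, after the paper's methods. For a gene whose libraries of the reference group all had 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound.

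The gene ontology annotation and the program used with it in the paper were not applied. In their place, lists of inflammatory genes, lysosomal genes, cholesterol biosynthesis enzymes, p53 targets, ATF4 amino acid response genes and interferon response genes were written from general knowledge. Each list was tested for a shift against all other genes with camera of limma 3.58.1, at its preset inter-gene correlation of 0.01, and for enrichment among commonly up-regulated genes with Fisher's exact test, two-sided, against all tested genes. The p-values of the 6 lists were adjusted together. Lists of DNA replication genes and of LXR target genes were added after values of single genes had been seen, and were adjusted over these 2 lists. The genes named in the text are TSG101 and VPS28, genes labelled in Fig 3B or Fig 3C or named in the paper's text or Table S1, members of the lists, the 10 commonly up- and the 10 commonly down-regulated genes with the largest mean change, the 5 genes with the largest difference in each direction between Tsg101 and Vps28 depletion, and the 5 genes with the smallest p-value for siCtrl#2.

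The alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors in place of TMM, no low-count filter, at least 10 counts in every library, all genes of the panel, siCtrl#2 or the mean of both nontargeting siRNAs as the reference, the replicate number as a block, the adjusted p-value alone, a fit of only the 2 groups compared, and each of the 18 libraries left out in turn. For the lists they also comprised camera with the inter-gene correlation estimated from the data and limma's rotation test fry. The pairing of libraries for the block comes from the replicate numbers in the labels. The group labels were permuted within each replicate number in 100 draws, the real labels included. Libraries were thinned at random to 2561790 counted reads in 5 draws to examine depth, and the log2 differences were corrected for transcript GC content by a loess fit.

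The procedure was tested on simulated data with 200 changed genes among 10095 tested, drawn from the siCtrl#1 means, the library sizes and the dispersions of the real counts. The changed genes were drawn only among genes above a minimum expected count, so recovery at lower counts was not examined. The call with all 4 on-target siRNAs recovered 94% of genes changed 4-fold and 51% of genes changed 2-fold. With DESeq2 it recovered 91% and 59%. No unchanged gene was called common. Both nontargeting groups were simulated from the same means, whereas 211 genes differed between them in the real libraries. False common calls that arise from the reference group were therefore not examined. A simulated list of 30 changed genes had a camera p-value of 3.26e-60, and one of 30 random genes had 0.997. Among genes above that minimum, a 2-fold change is thus missed by the rule for common genes about as often as it is called. A gene that is not common is not shown to be unchanged.

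The gRNA sequences and the primers of Table S1 were matched exactly to the GRCh37 genome and its annotated transcripts. Matching, tables and figures were made in python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Values from Western blots, microscopy and qRT-PCR were not analysed here.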

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

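The tests of depth, GC content, siRNA pairing and the reference group, and the lists of DNA replication and LXR target genes, were chosen after the patterns they examine had been seen; what each would show under either outcome was set before it was run, except for the shares of genes kept after thinning and the genes shared with a replicate left out, which were examined last. The permutations of the labels, the main settings and the alternatives other than the combinations of siRNAs were chosen before the data were examined.

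Depletion of Tsg101 and depletion of Vps28 did not change the same genes to the same extent. When the 2 depletions were compared directly, 635 genes differed at least 1.5-fold with an adjusted p-value under 0.05 (edgeR), 422 of them higher and 213 lower after Tsg101 depletion, and 2627 genes had an unadjusted p-value under 0.05. With the replicate block 686 genes differed (460 higher and 226 lower). Of the genes labelled in Fig 3B, 12 were among the genes that differed without the block. UBLCP1, with 1 to 4 counts per library with siCtrl#1, had 33 to 92 counts in the siTsg101 libraries and 4 to 11 in the siVps28 libraries (difference 3.01, adjusted p = 1.11e-08 from edgeR, 3.54e-09 with the block). NXPH4 was lower after Tsg101 depletion (difference -1.54, adjusted p = 5.14e-07 from edgeR, 2.34e-07 with the block) as was COMMD7 (difference -1.86, adjusted p = 5.50e-07 from edgeR, 5.98e-07 with the block), but 44.3% of the COMMD7 transcript is shared with another annotated gene. In 100 permutations of the 4 on-target labels within each replicate number, only 1 split, the real one, gave as many genes. The highest of the others gave 100. Permuted groups mix libraries of different siRNAs, which can widen the fitted spread. If the difference came from single siRNA sequences, pairing the siRNAs across targets would give similar numbers, but these pairings gave 213 and 125 genes. Both numbers are also above 100, so the permutations alone do not single out the pairing by target. After thinning to equal depth, a median of 87.8% of the genes called had been called before (85.8% with the block), 80% of those called before were called again, and 91.0% stayed past the fold threshold; after the GC correction 95.4% stayed past the fold threshold (93.9% with the block). Most of the genes stayed past the fold threshold after the GC correction and after thinning. Thinning leaves the expected ratio of counts between libraries unchanged, so its result was largely fixed beforehand and cannot exclude effects of depth. Calls lost on thinning may reflect fewer reads. A candidate explanation is that the loss of Tsg101 has effects beyond those it shares with the loss of Vps28. Sequence shared with other genes was measured only for the named genes, with 2.5% for UBLCP1 and 0 for NXPH4, and not for all that differ. An unintended target common to both siRNAs of a subunit was not tested. The paper reports that removing either subunit strongly lowered the protein of the other. How much ESCRT-I was left after each depletion was not measured in these libraries, so an unequal loss was not tested either. The pattern cannot be told apart from these causes.

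The 2 nontargeting siRNAs, for which the paper gives no number of genes that differ between them, differed in 211 genes, 143 higher and 68 lower with siCtrl#2 than with siCtrl#1 (edgeR); 1506 genes had an unadjusted p-value under 0.05. With the replicate block 324 genes differed. The siCtrl#2 library of replicate 1 stood apart from the other two, with a Pearson's r across genes of 0.964 and 0.965 with them, against 0.979 between them and 0.967 to 0.972 with the siCtrl#1 libraries (genes are not independent replicates). Without it 244 genes were higher and 197 lower with siCtrl#2, whereas without any other control library 71 to 91 were higher and 22 to 42 lower, so that the number of genes that differ depends on this library. LMLN, with 62 to 125 counts with siCtrl#1 and 10 to 19 with siCtrl#2, differed by -2.55 (adjusted p = 9.39e-07 from edgeR), and YBX3 by -1.49 (adjusted p = 1.18e-05 from edgeR). RBPJ and PTPMT1 differed by 1.91 and 1.97 (adjusted p = 1.18e-05 and 2.59e-06 from edgeR) and were also commonly up-regulated by the on-target siRNAs, by 0.99 and 1.86 in the mean. Antisense genes overlap 434 bases of LMLN exons and 1405 bases of PTPMT1 exons, a further 721 bases of PTPMT1 overlap NDUFS3, and 9.3% of the YBX3 and 5.7% of the RBPJ transcript is shared with pseudogenes. The real split was 1 of the 4 splits that part all same-numbered pairs and alone gave as many genes, as it did among all 10 splits, but with so few splits a share under 0.05 cannot be reached. A median of 92.3% of the genes called at equal depth had been called before (89.3% with the block). The number called fell to between 143 and 171, which included a median of 65.4% of those called before. Of the 211, 98.1% stayed past the fold threshold, but thinning leaves the expected ratio of counts between libraries unchanged. Such shares therefore cannot exclude effects of depth. Of the genes called, 96.6% stayed past the fold threshold after the GC correction (94.3% with the block). The choice of reference mattered for the genes common to the on-target siRNAs, since 100 of the 261 commonly up-regulated genes (38.3%) were common with either reference. Unequal depth did not account for this, as the share was 37.8% after thinning (38.8% with the block), and with any single siCtrl#2 library left out it was at most 32.8%. A reference of only 2 libraries may call fewer genes and so lower this share, which was not tested separately. Without siCtrl#2 replicate 1, 2 or 3, 154, 127 and 132 genes were common with siCtrl#2 as the reference, against 157. With the same replicate left out of every group, 42 of 115, 60 of 156 and 50 of 145 genes were shared, and an effect of one library was not excluded. Genes that were common only with siCtrl#1 as the reference in any 2 replicates were higher with siCtrl#2 than with siCtrl#1 in the replicate left out, by medians of 0.59, 0.42 and 0.53 on the log2 scale (73, 96 and 95 genes), the lowest being 0.417. Genes common only with siCtrl#2 as the reference had medians of 0, -0.71 and -0.30 (47, 28 and 22 genes), so that they were lower with siCtrl#2 in 2 of the 3 replicates left out. In these data, part of the genes common with only one reference may therefore reflect a lower level with that reference than with the other. Which of the 2 siRNAs departs from untransfected cells was not tested, as the design has no such cells, and chance cannot be excluded by the splits.

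The paper analyses genes that rose, and 160 genes were commonly down-regulated, of which 157 were also common with the replicate block. Only 1 of 100 splits by label permutation, the real one, gave as many, and the highest of the others gave 82. Most permuted reference groups contain libraries of on-target siRNAs, which can dilute the change. In 2 of the draws the reference group held only control libraries. At equal depth, 91.0% of the genes called had been called before (90.2% with the block). Only 121 to 127 genes were called, which included a median of 70.0% of the 160. Of the 160, 89.4% stayed past the fold threshold with all 4 siRNAs, but thinning leaves the expected ratios between libraries unchanged. Such shares therefore cannot exclude effects of depth. After the GC correction, 96.8% stayed past the fold threshold with all 4 siRNAs (97.3% with the block). With siCtrl#2 as the reference 52 genes were commonly down-regulated, of which 25 were among the 160. ORC1 (-1.65, adjusted p = 7.38e-05 from edgeR, 1.23e-06 with the block) and MCM10 (-1.49, adjusted p = 7.57e-08 from edgeR, 2.88e-08 with the block), which act in DNA replication, were among the genes with the largest decrease. A list of other DNA replication genes was then tested, and 37 of the 38 tested genes were lower in the mean of the 4 on-target siRNAs, with a median of -0.81 (adjusted p = 2.04e-19 from limma camera, 3.66e-25 with the block). With siCtrl#2 as the reference the median was -0.52 and 34 of 38 were lower (adjusted p = 6.40e-09 from limma camera, over a range of 3.66e-25 to 0.0314 for the alternatives of this list). Only the real one of 100 splits gave a list median as far from 0, the highest of the others being 0.50. The same limit of the permuted reference groups holds for this list. These values are consistent with a lower share of replicating cells after ESCRT-I depletion, as one contribution to the commonly down-regulated genes. Depth and GC content were tested for the commonly down-regulated genes and not for the list, and the cell cycle was not measured in these libraries, so that this remains a hypothesis.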

How the results depend on the processing

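Under the alternatives in normalization, test and gene filter, and with the replicate block, the inflammatory, lysosomal and cholesterol biosynthesis lists stayed higher after ESCRT-I depletion and past the threshold, as they did with either reference. Their medians ranged from 1.16 to 1.83, 0.28 to 0.39 and 1.17 to 1.25, with largest adjusted p-values of 6.81e-04, 0.00104 and 1.57e-04, each from limma camera with the estimated correlation. The numbers of commonly up-regulated members ranged from 13 to 24, 4 to 8 and 12 to 13. With libraries left out in turn, the lysosomal enrichment ranged from 3 to 9 genes, and without siCtrl#1 replicate 2 its adjusted p was 0.232 (Fisher's exact test); the inflammatory and cholesterol enrichments stayed past the threshold.

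The reference siRNA had the widest effect. With siCtrl#2, 157 genes were commonly up-regulated and 52 commonly down-regulated, siVps28#1 changed 275 genes upward and 175 downward, and siVps28#2 changed 424 downward. The ATF4 list had a median of -0.0097 and the interferon list of -0.048, neither past the threshold, and the p53 list rose by 0.32 (adjusted p = 6.44e-04 from limma camera). TFEB changed by 0.16 and TFE3 by -0.018. TSG101 changed by 0.18 with siVps28#1 and 0.19 with siVps28#2, and VPS28 by 0.33 with siTsg101#1 and 0.31 with siTsg101#2. None of these changes had an adjusted p-value under 0.05 with either reference under the main settings. With siCtrl#1, TFEB did with the replicate block (adjusted p = 0.0398 from edgeR) and with at least 10 counts in every library (adjusted p = 0.0467 from edgeR). With the mean of both controls, 100 genes were commonly down-regulated, the p53 list rose by 0.18 (adjusted p = 0.0223, range over its alternatives 6.44e-04 to 0.670), TSG101 changed by 0.082 and 0.096 with siVps28#1 and siVps28#2, and VPS28 by 0.098 and 0.076 with siTsg101#1 and siTsg101#2. A lower level of part of the genes with siCtrl#1, with medians of at least 0.417 for the differing sets of genes in the 3 replicates left out, may contribute to the fall in commonly up-regulated genes; for the other changes the cause was not tested.

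For siCtrl#2 relative to siCtrl#1, 105 genes were lower with DESeq2, 235 were higher and 121 lower without a low-count filter, 118 were lower with the replicate block, and 67 were higher and 21 lower with only the 2 groups in the fit. Without a low-count filter TSG101 changed by 0.0071 with siVps28#2. With the adjusted p-value alone, 1213 genes differed between Tsg101 and Vps28 depletion. The LXR list, with a median of 0.075, passed the threshold with fry (adjusted p = 0.0192, range over its alternatives 0.0192 to 0.646). The cause of these changes was not tested.

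The combinations of siRNAs other than all 4 were chosen after the values had been seen. At least 1 siRNA up-regulated 1701 genes, 34 of them in Fig 3B, and the mean of the 4 called 861 and 29. Both siRNAs of at least 1 subunit up-regulated 831 and 31, both siTsg101 siRNAs 712 and 27, and at least 3 siRNAs 486 and 20. These rules are less strict than that for all 4 siRNAs.

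Across the 18 fits that each left out one library, 186 to 276 genes were commonly up-regulated, 87 to 179 commonly down-regulated and 8 to 14 of the Fig 3B genes commonly up-regulated. With siVps28#1, 311 to 538 genes rose and 212 to 438 fell, and with siCtrl#2 71 to 244 rose and 22 to 197 fell, each highest without siCtrl#2 replicate 1. The ATF4 list ranged from -0.17 to 0.37 (adjusted p = 0.00150 from limma camera at the highest, without siCtrl#1 replicate 3), and TSG101 from -0.24 to 0.25 with siVps28#1 and from -0.33 to 0.26 with siVps28#2. Of 1457 alternative values for 55 changes of single genes, 4 lost and 5 gained significance, and 22 changed sign, all of them for TFE3, TSG101 or VPS28 where it was not the target. Those that lost it were CTSD without siCtrl#1 replicate 1, GABARAPL1 without siCtrl#1 replicate 1 or 3 and MCOLN1 without siCtrl#1 replicate 2; TFEB and LAMP1 gained it.

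Scaling by RLE in place of TMM changed no call of direction for the lists and moved the share of up-regulated among changed genes by less than 10 percentage points. DESeq2 was not run for the gene set tests, and the fit of only the 2 groups was not run for these or for the difference between the depletions. With 3 libraries per group, the depth limits genes such as ABCA1, TNFRSF9 and CXCL8, whose counts with siCtrl#1 were at most 6, so that the sizes of their changes are imprecise.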

Differences from the paper's values

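Fig 3B shows about 34 genes (the paper's number, read by eye) as up-regulated after Tsg101 or Vps28 depletion, whereas 13 of them were up-regulated with all 4 on-target siRNAs here. The legends of Fig 3B and Fig 3C speak of depletion of Tsg101 or Vps28. The paper's methods state the rule of all on-target siRNAs for the gene ontology analysis. Which rule chose the genes of the heatmaps is not stated, so these numbers may follow unlike rules. Under the rule of all 4 siRNAs, none of the alternatives set before the data were examined reached 34. They gave 10 to 15 genes, with 15 both without a low-count filter and with the replicate block, and 8 to 14 when single libraries were left out.

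Combinations of siRNAs other than all 4 were tried after the values had been seen. Up-regulation with at least 1 on-target siRNA was called for all 34 genes of Fig 3B, and with both siRNAs of at least 1 subunit for 31. The mean of the 4 siRNAs called 29, both siTsg101 siRNAs 27, at least 3 siRNAs 20 and both siVps28 siRNAs 17. For Fig 3C, where 19 genes were common with all 4 siRNAs, all 24 were called with at least 1 siRNA, with both siRNAs of at least 1 subunit and with the mean of the 4, 22 with both siTsg101 siRNAs and with at least 3 siRNAs, and 21 with both siVps28 siRNAs.

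In Fig 3B or Fig 3C the paper shows 26 genes as up-regulated that were not common here, and 6 of these were called with another setting. ZC3H12A was called with siCtrl#2 as the reference, SQSTM1 with siCtrl#2 as the reference, with the adjusted p-value alone and without siCtrl#1 replicate 2 or 3. ATP6V1H was called without a low-count filter, with the replicate block, with only the 2 groups in the fit, and without siCtrl#2 replicate 1 or siCtrl#1 replicate 3. ABL2 was called without a low-count filter, with the mean of both controls as the reference, with the replicate block and with only the 2 groups in the fit. FASN was called with siCtrl#2 or the mean of both controls as the reference and without siCtrl#1 replicate 2 or siTsg101#1 replicate 2. INSIG2 was called with the mean of both controls as the reference, with the replicate block, and without siCtrl#1 replicate 1 or siCtrl#2 replicate 1. The other 20 (GABARAPL1, ERN1, MCOLN1, HMOX1, ITPR1, VPS37A, ATM, SIRT2, WDR45, UVRAG, HGS, STAM, ATP6V0A2, LAMTOR3, GABARAP, ATG16L1, TIGAR, CLN8, ABCA1 and PLPP6) were called only with the combinations chosen after the values had been seen. DESeq2, RLE size factors, at least 10 counts in every library and all genes of the panel called none of the 26.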

Other observations

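The LXR list was chosen after the value of ABCA1 had been seen, and the GC tests after the changes of the lists; the label permutations were set beforehand.

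ABCA1, a target of the LXR receptors, which sense oxidized cholesterol, was higher with all 4 on-target siRNAs and passed both thresholds with 3 of them. If the cause were a higher activity of LXR, other targets would rise with it. Of 12 listed targets without ABCA1, 7 could be tested, 5 of which were higher, with a median log2 change of 0.075 (adjusted p = 0.432 from limma camera, 0.418 with the replicate block). With siCtrl#2 as the reference the median was 0.26 and the adjusted p 0.0573, over a range of 0.0192 to 0.646 for the alternatives of this list, and 52 of 100 splits of the labels gave a median as far from 0. A change of the LXR targets as a group was not shown.

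The permutations of the 6 group labels within each replicate number, 100 splits with the real one, gave a result as large only for the real split (1 of 100) for the commonly up-regulated genes and the cholesterol, lysosomal and inflammatory lists. The same holds for the genes of Fig 3B and of Fig 3C (1 of 100 splits each), but the paper chose these from the same libraries under the real labels, so that this is no independent test. The highest of the other splits gave 39 commonly up-regulated genes and list medians of 0.99, 0.27 and 1.37. Most permuted reference groups contain libraries of on-target siRNAs; in 2 of the draws the reference group held only control libraries. For the p53, ATF4 and interferon lists, 55, 46 and 5 of the 100 splits gave a median as far from 0. For the genes changed by siTsg101#1, siTsg101#2, siVps28#1 or siVps28#2 relative to siCtrl#1, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes in each case, and among all 10 splits of the 6 libraries it was also 1. These 4 comparisons cannot reach a share under 0.05.

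The list medians were computed again after the correction for GC content, with which they were 1.17 for the cholesterol biosynthesis enzymes, 0.31 for the lysosomal genes and 1.58 for the inflammatory genes (1.16, 0.31 and 1.58 with the replicate block). Before it they were 1.20, 0.37 and 1.54, so that the lysosomal median fell the most in proportion. The correction removes only a smooth trend with GC content, and other effects of GC content were not tested.

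In single siRNA groups, the p53 list was higher with siTsg101#1, by a median of 0.41 with 20 of 29 genes higher (adjusted p = 0.0407 from limma camera, 0.0406 with the block), and the ATF4 list with siVps28#1, by 0.30 with 19 of 25 genes higher (adjusted p = 0.00122 from limma camera, 8.50e-04 with the block). The p53 list was lower with siCtrl#2 than with siCtrl#1, by -0.12 with 7 of 29 genes higher (adjusted p = 0.0393 from limma camera, 0.0431 with the block). Whether these values differ between the 2 siRNAs of one target was not tested.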
